# Insulin-like 3 affects zebrafish spermatogenic cells directly and via Sertoli cells

**DOI:** 10.1038/s42003-021-01708-y

**Published:** 2021-02-15

**Authors:** Diego Crespo, Luiz H. C. Assis, Yu Ting Zhang, Diego Safian, Tomasz Furmanek, Kai Ove Skaftnesmo, Birgitta Norberg, Wei Ge, Yung-Ching Choi, Marjo J. den Broeder, Juliette Legler, Jan Bogerd, Rüdiger W. Schulz

**Keywords:** Reproductive biology, Stem-cell differentiation

## Abstract

Pituitary hormones can use local signaling molecules to regulate target tissue functions. In adult zebrafish testes, follicle-stimulating hormone (Fsh) strongly increases the production of insulin-like 3 (Insl3), a Leydig cell-derived growth factor found in all vertebrates. Little information is available regarding Insl3 function in adult spermatogenesis. The Insl3 receptors Rxfp2a and 2b were expressed by type A spermatogonia and Sertoli and myoid cells, respectively, in zebrafish testis tissue. Loss of *insl3* increased germ cell apoptosis in males starting at 9 months of age, but spermatogenesis appeared normal in fully fertile, younger adults. Insl3 changed the expression of 409 testicular genes. Among others, retinoic acid (RA) signaling was up- and peroxisome proliferator-activated receptor gamma (Pparg) signaling was down-regulated. Follow-up studies showed that RA and Pparg signaling mediated Insl3 effects, resulting in the increased production of differentiating spermatogonia. This suggests that Insl3 recruits two locally active nuclear receptor pathways to implement pituitary (Fsh) stimulation of spermatogenesis.

## Abstract (web summary)

Insulin-like 3 (Insl3) belongs to a class of peptide hormones that are expressed in the Leydig cells and, in zebrafish, under the control of folliclestimulating hormone (Fsh) in the pituitary. Using insl3 knockout zebrafish, the authors found that Insl3 regulates spermatogonia differentiation and apoptosis via the Pparg and retinoic acid pathways.

## Introduction

The relaxin-like peptides represent a family of peptide hormones, which have evolved in both vertebrates and invertebrates showing a rigid peptide scaffold involving multiple cysteine bridges, common also to insulin and the insulin-like growth factors^1,2^. Insulin-like 3 (INSL3) is a member of this family and exerts biological activity via its receptor RXFP2^3–5^. Loss of INSL3 or of its receptor RXFP2 results in cryptorchidism in mice, reflecting the importance of INSL3 for the proper testicular descent into the scrotum during the fetal life of most mammals^6–9^. INSL3 is preferentially expressed in gonadal tissues, and at particularly high levels in the testicular Leydig cells^10,11^. INSL3 production continues during postnatal life and biological activities included the reduction of germ cell loss via apoptosis in rat and boar testis^12–15^, or increased testosterone production by primary mouse Leydig cell cultures^16^. RXFP2 is also expressed outside the reproductive system, for example in osteoblasts, where INSL3 triggered osteocalcin release, in turn activating via its receptor GPRC6A Leydig cell androgen production, independent of luteinizing hormone (LH)^17^.

INSL3/Insl3 has also been studied in non-mammalian vertebrates, including fish^18^. Since a descent of the testes during fetal life only occurs in mammals, non-mammalian vertebrates are excellently suited to study other biological activities of Insl3. Prominent expression of the gene encoding Insl3 (*insl3*) by Leydig cells is a conserved feature also found in teleost fish, for example in the zebrafish, *Danio rerio*^19^. In this species, *insl3* transcript levels increased strongly in response to follicle-stimulating hormone (Fsh) but not to Lh^20,21^. In fish, Leydig cells also express the receptor for Fsh, rendering it a potent steroidogenic gonadotropin^21,22^. Follow-up studies showed that both, human INSL3 and zebrafish Insl3, stimulated the differentiating proliferation of type A undifferentiated (A_und_) spermatogonia, while no direct effect was found on testicular androgen production in zebrafish^20,23^. These studies suggest that Fsh-induced stimulation of spermatogenesis is mediated, at least in part, by Insl3^20^. However, the mechanism(s) by which Insl3 promotes spermatogonia proliferation and differentiation remain unknown.

While studies using Insl3 in primary zebrafish testis tissue culture experiments were informative^20,23^, it was not known which receptor(s) mediate these effects. Our first aim was to identify the relevant testicular Insl3 receptor(s) from candidate Rxfp receptors previously shown to be highly expressed in zebrafish testis^24^. Moreover, in order to learn more about the downstream effects of Insl3, we characterized the testicular phenotype after CRISPR/Cas9-induced loss of *insl3* gene function, and we studied Insl3-induced changes in testicular gene expression by RNA sequencing (RNAseq). Pparg (peroxisome proliferator-activated receptor gamma) signaling was retrieved from this data set, so that we examined the effect of the loss of *pparg* gene function on the germ cell composition in zebrafish. Also, retinoic acid (RA) signaling was retrieved and triggered follow-up studies. The Insl3-mediated up-regulation of RA signaling as well as the down-regulation of Pparg signaling both promoted the production of differentiating spermatogonia, identifying two nuclear receptor pathways to mediate testicular growth factor signaling in response to a pituitary gonadotropin.

## Results

### Rxfp2a and Rxfp2b mediate Insl3 effects in the zebrafish testis

4 of the 11 relaxin family peptide receptor genes (*rxfps*) in the zebrafish genome had highest homology to the mammalian *Rxfp2* receptor and were also expressed in testis tissue^24^. We expressed each of these four receptors in HEK293T cells that were co-transfected with a construct harboring a cAMP-sensitive reporter gene that can be assessed using a colorimetric β-galactosidase assay. Zebrafish Insl3 increased intracellular cAMP levels in a dose-dependent manner for cells expressing Rxfp2a and Rxfp2b with EC_50_ concentrations of 96.2 and 6.5 ng/mL, respectively (Fig. 1A). The Rxfp1 and the Rxfp2-like receptors both showed a lower level of maximum activity and were clearly less responsive (EC_50_’s of 0.5 and 13.4 μg/mL, respectively) to zebrafish Insl3 (Fig. 1A).

**Fig. 1:**
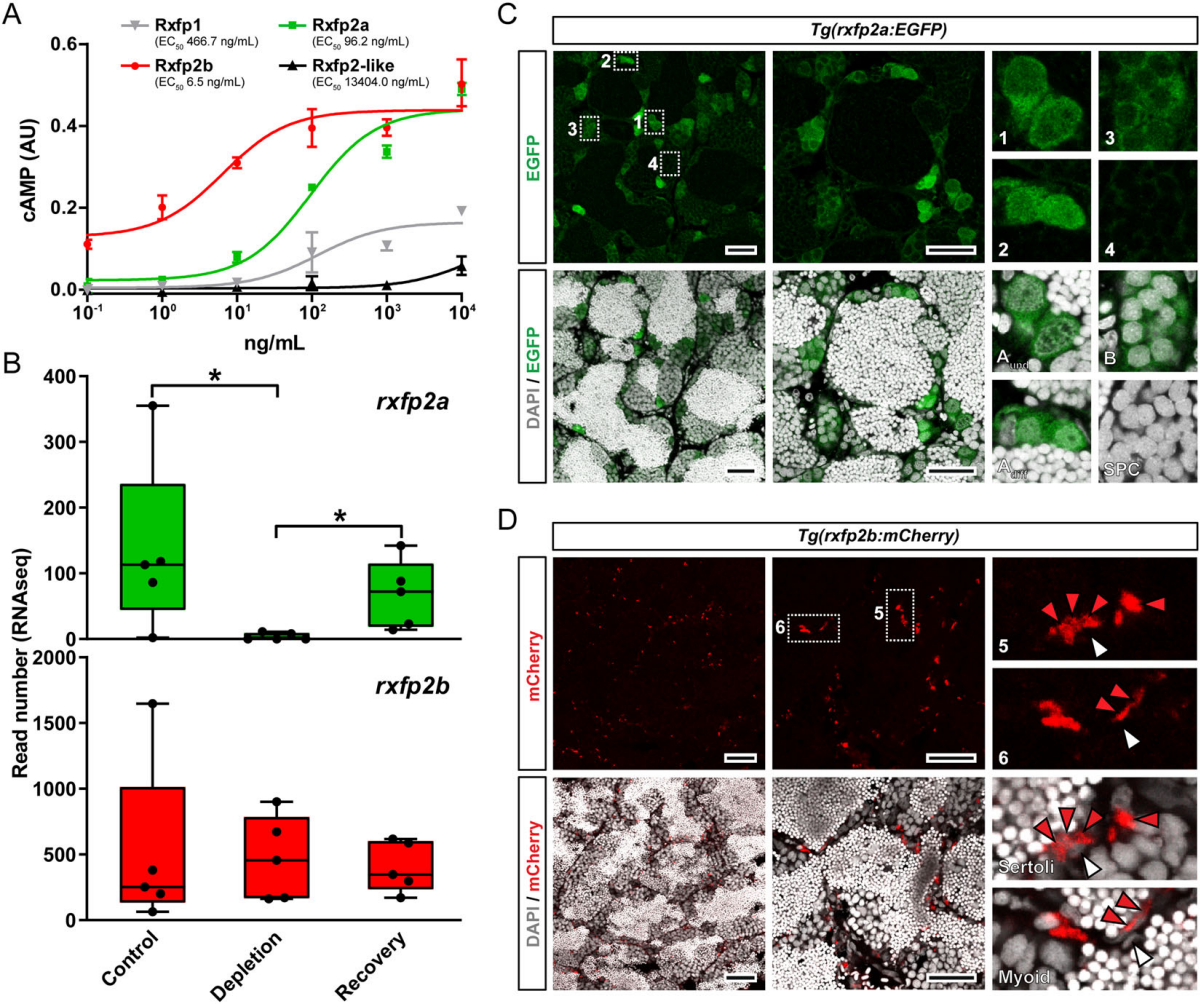
Rxfp2a and Rxfp2b mediate Insl3 action in the zebrafish testis. **A** Effects of zebrafish Insl3 on four relaxin family peptide receptors (Rxfps) expressed in HEK293T cells transiently transfected with pcDNA3.1 and pCRE plasmids. Data are expressed as mean ± SEM (*N* = 3, technical replicates). Numbers in brackets indicate the EC_50_ concentrations. AU, arbitrary units. **B** Expression levels of responsive Insl3 receptors in control, germ cell-depleted (by exposure to the cytostatic agent busulfan^51^), and testes with recovering (from busulfan) spermatogenesis, as described by Crespo et al.^25^ (NCBI GEO data set GSE116611). Data are expressed as mean ± SEM (*N* = 5; *p < 0.05). **C**, **D** Localization of *rxfp2a:EGFP* (green; **C**) and *rxfp2b:mCherry* signal (red; **D**) in adult testis tissue. Confocal laser scanning microscopy analysis of whole-mount testes shows preferential expression of EGFP and mCherry in type A spermatogonia and Sertoli and myoid cells, respectively. DAPI counterstain is shown in gray. Representative germ cell types (insets 1–4) and Sertoli and myoid cells are shown (insets 5–6). A_und_, type A undifferentiated spermatogonia; A_diff_, type A differentiating spermatogonia; B, type B spermatogonia; SPC, spermatocytes. In **D**, red and white arrowheads indicate representative mCherry^+^ and mCherry^−^ somatic cells, respectively. Scale bars, 25 µm.

Next, we analyzed *rxfp2a* and *rxfp2b* transcript levels in an RNAseq dataset that compared control, germ cell-depleted (following treatment with the cytostatic agent busulfan), and recovering testis tissue^25^, to obtain information on the identity of receptor expressing cells. *rxfp2a* expression was enriched in germ cells, since its transcript levels were low in germ cell-depleted testes and increased to control levels during the recovery of spermatogenesis (Fig. 1B). *rxfp2b* expression, on the other hand, remained unchanged following germ cell depletion and subsequent recovery of spermatogenesis (Fig. 1B), suggesting that the *rxfp2b* transcript is mainly expressed by somatic cells in zebrafish testis.

To study their cellular expression in the adult zebrafish testis, transgenic *rxfp2a*:EGFP and *rxfp2b*:mCherry lines were studied. Confocal laser scanning microscopy of testis sections confirmed specific EGFP expression in germ cells, preferentially in type A spermatogonia (Fig. 1C), while mCherry expression was localized to somatic cells situated in the periphery of the spermatogenic tubules (Fig. 1D), Sertoli cells within the tubules, and myoid cells on the outside of the tubular wall. However, there were also Sertoli and myoid cells not showing the mCherry signal (Fig. 1D, white arrowheads).

### Genetic ablation of *insl3* disturbs testis morphology but not fertility

We generated an *insl3* knockout line using CRISPR/Cas9 to investigate its role in the regulation of zebrafish spermatogenesis (Supplementary Fig. 1A). F0 founders had a deletion of 24 and an insertion of seven nucleotides resulting in a premature stop codon (Supplementary Fig. 1B). Furthermore, homozygous mutants (*insl3*^*uua1*^, hereafter referred to as *insl3*^−/−^) showed a strong reduction (at least 500-fold) of *insl3* mRNA levels in the adult testis compared to wild-type males (Supplementary Fig. 1C).

Analysis of testis tissue from 3 and 6 months-old adult homozygous F3 *insl3*^−/−^ mutants did not show obvious defects in spermatogenesis and the fish showed normal fertility in both incrosses and outcrosses. However, in older adult males of 9 and 12 months of age, lack of *insl3* resulted in effects on body and gonad weight. While body weight was only reduced at 9 months of age (Fig. 2A), a decrease in the gonado-somatic index (GSI) was found in 9 and 12 months-old adult mutants compared to wild-type siblings (Fig. 2B). For both parameters, but more clearly regarding body weight, a wider spread of the data was observed among the *insl3* mutants (Fig. 2A, B). Morphological evaluation of mutant testis tissue at 9 months of age revealed an increased number of apoptotic germ cells (encircled by a yellow dashed line; Fig. 2C, lower panel). In these sections, germ cells were classified as apoptotic when showing shrinkage, leading to a loss of contact of the affected cell with its environment, and pyknosis/nuclear fragmentation. Testis morphology was more severely affected in 12 months-old *insl3*^−/−^ males, including abnormal cystic organization, germ cell-depleted areas and again a high incidence of germ cell apoptosis (Fig. 2C). Quantitative evaluation of spermatogenesis at 12 months of age showed relative smaller areas occupied by type B spermatogonia, spermatocytes and spermatids (Fig. 2D). The category “Others” (composed of (i) empty spaces that are not part of the lumen and are lined by Sertoli and/or germ cells, (ii) Sertoli cell only areas, and (iii) apoptotic cells; see Supplementary Fig. 2) increased strongly in 12 months adult mutant testes (Fig. 2D). Despite the apparent defects on testis morphology, the area occupied by mature sperm was unaffected in adult *insl3*^−/−^ males (Fig. 2D). Also 12 months-old mutant males were able to induce spawning and to fertilize eggs from wild-type females.

**Fig. 2:**
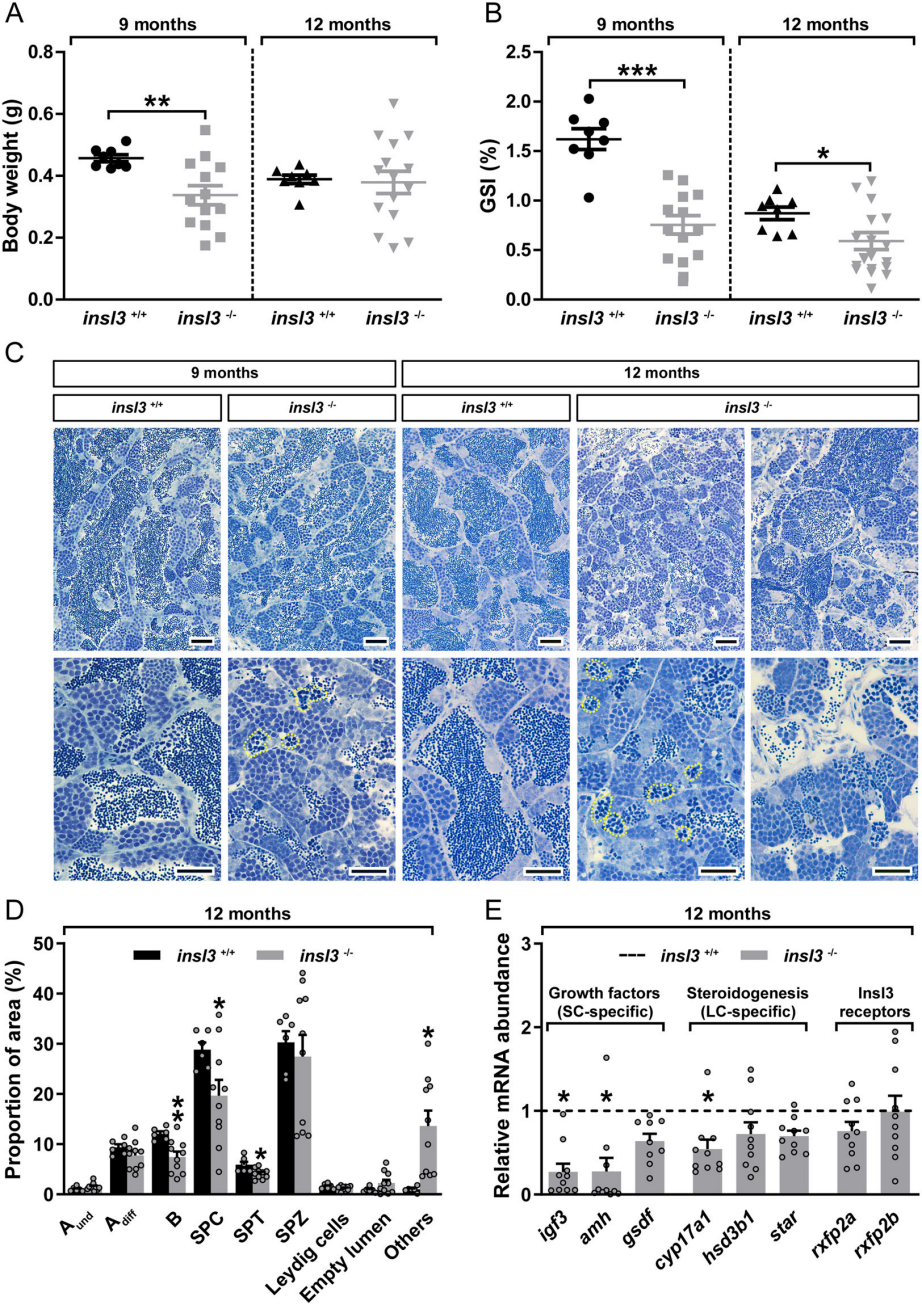
Genetic ablation of the *insl3* gene results in increased germ cell apoptosis in the zebrafish testis. **A**–**C** Body weight (**A**), gonado-somatic indices (GSI; **B**) and testicular morphology (**C**) of wild-type (*insl3*^+/+^) and *insl3* knockout (*insl3*^−/−^) males 9 and 12 months post-fertilization. Data are mean ± SEM (*insl3*^+/+^ and *insl3*^−/−^, 9 months: *N* = 8 and 13; *insl3*^+/+^ and *insl3*^−/−^, 12 months: *N* = 8 and 15; *p* < 0.05; **p < 0.01; ***p < 0.001). In **C**, yellow dashed lines indicate representative apoptotic germ cell cysts. Scale bars, 25 µm. **D**, **E** Quantitative analysis of spermatogenesis (**D**) and transcript levels of growth factors, steroidogenesis-related and Insl3 receptors (**E**) in 12 months-old *insl3*^+/+^ and *insl3*^−/−^ adult testis tissue. Data are mean ± SEM (*insl3*^+/+^ and *insl3*^−/−^: *N* = 6 and 10; *p < 0.05; **p < 0.01) and, in **E**, expressed as relative to the wild-type group (which is set at 1; dashed line). A_und_, type A undifferentiated spermatogonia; A_diff_, type A differentiating spermatogonia; B, type B spermatogonia; SPC, spermatocytes; SPT, spermatids; SPZ, spermatozoa; Others, including (i) empty spaces lined by Sertoli and/or germ cells that are not part of the lumen, (ii) Sertoli cell only areas, and (iii) apoptotic cells (see Supplementary Fig. 2 for further details); SC, Sertoli cell; LC, Leydig cell.

Growth factor gene expression analyses in 12 months-old mutant males showed a consistent down-regulation of *igf3* and *amh*, but not of *gsdf*, a third, also Sertoli cell-derived growth factor (Fig. 2E and Supplementary Fig. 3A). Another gene expressed by Sertoli cells in the mammalian testis encodes the Gap junctional protein CX43, required for different aspects of the structural and functional integrity of Sertoli cells both, before and after puberty^26^. In *insl3*^*−/−*^ zebrafish, *cx43* transcript levels were slightly reduced in 9, and significantly reduced in 12 months-old mutants (Supplementary Fig. 3A). Both *gsdf* and *cx43* transcripts showed a pattern suggesting somatic expression (Supplementary Fig. 3B).

Of the genes involved in steroid production (*cyp17a1*, *hsd3b1*, and *star*) only the transcript level for the androgen producing enzyme *cyp17a1* was decreased (Fig. 2E), while *rxfp2a* and *rxfp2b* gene expression did not change in mutant testis tissue of one year old fish (Fig. 2E). In 9 months-old mutants, on the other hand, when morphological changes were already visible but less clearly than 3 months later, *igf3* and *amh* transcript levels were not altered yet, while *cyp17a1* was 3-fold up-regulated (Supplementary Fig. 4).

### Insl3 acts as a germ cell survival factor

Considering that genetic ablation of *insl3* increased the incidence of germ cell apoptosis, we sought to confirm the morphological observations by other approaches. First, we found that TUNEL-positive cells were significantly more frequent in *insl3*^*−/−*^ than in wild-type testes at 9 and in particular at 12 months of age (Fig. 3A, C). In 9 months-old *insl3*^*−/−*^ males, somatic cells in the germinal epithelium (potentially Sertoli cells, as suggested by the shape of the nuclei; white arrows) and some spermatogonia showed TUNEL-positive staining (Fig. 3A, white arrowheads, and B). However, in 12 months-old mutants, TUNEL-positive cells were mainly spermatocytes and spermatids, identified by the shape and size of their propidium iodide-stained nuclei (Fig. 3A, gray arrows and arrowheads, respectively, and B). Second, a significant up-regulation of the pro-apoptotic factor *casp9* and down-regulation of the anti-apoptotic factor *xiap* was found in 12 months-old, *insl3*^*−/−*^ males (Fig. 3D).

**Fig. 3:**
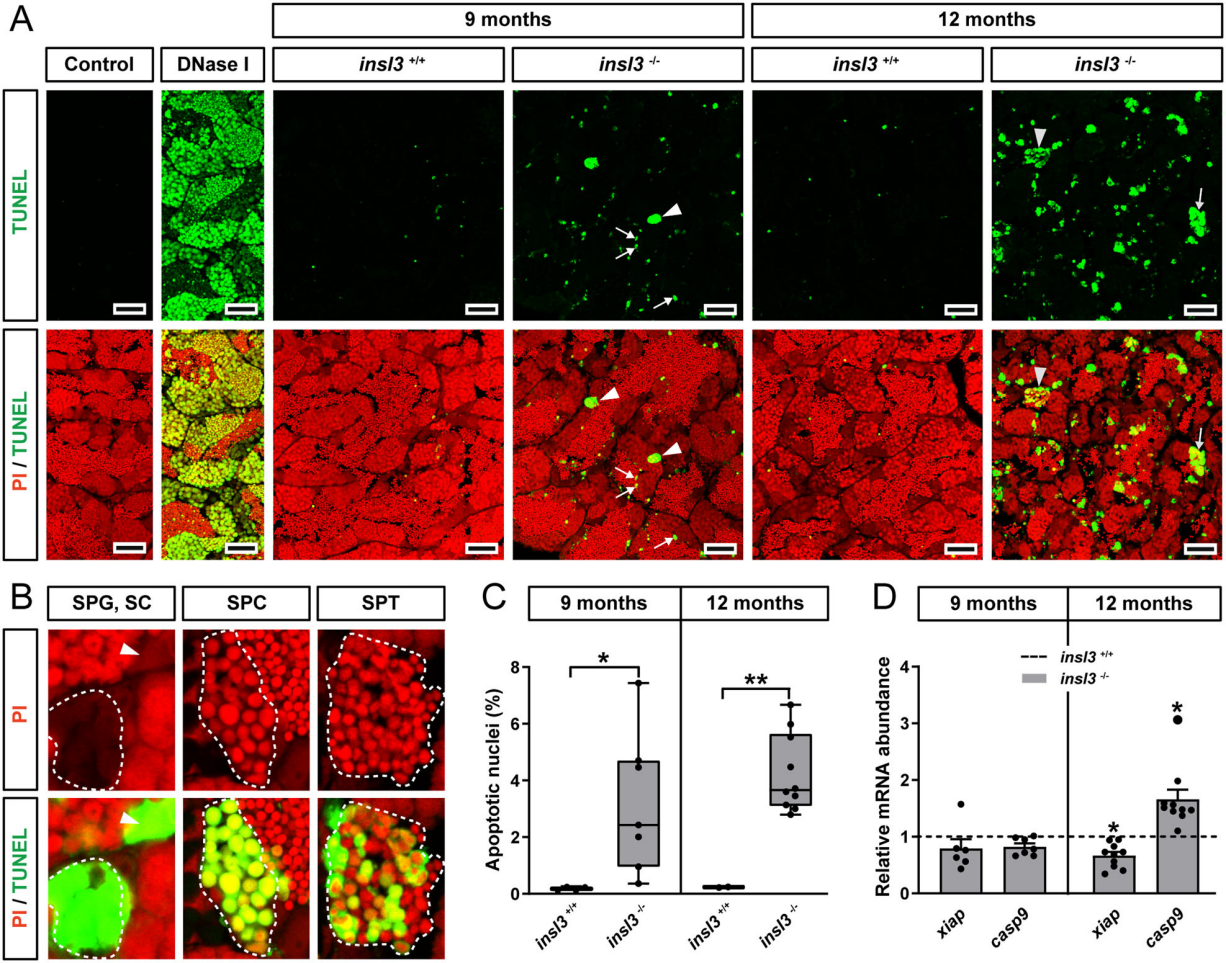
Confirmation of germ cell apoptosis/DNA damage in *insl3* knockouts by TUNEL analysis. **A**–**C** Detection (**A**, **B**) and quantification (**C**) of germ cell apoptosis/DNA damage in wild-type (*insl3*^+/+^) and *insl3* knockout (*insl3*^−/−^) testes 9 and 12 months post-fertilization. In **A**, white arrowheads and arrows indicate representative TUNEL^+^ spermatogonia and Sertoli cells, and gray arrowheads and arrows indicate representative TUNEL^+^ spermatids and spermatocytes, respectively. In **B**, representative TUNEL^+^ spermatogonia (SPG), spermatocyte (SPC) or spermatid (SPT) cysts are encircled with a white dashed line, and a TUNEL^+^ Sertoli cell (SC) is indicated by a white arrowhead. TUNEL^+^ cells/cysts are shown in green and propidium iodide (PI) counterstain is red. Scale bars, 25 µm. **D** Transcript levels of anti- (*xiap*) a pro-apoptotic (*casp9*) genes in *insl3*^+/+^ and *insl3*^−/−^ testis tissue 9 and 12 months post-fertilization. TUNEL quantification results are shown as mean ± SEM (*insl3*^+/+^ and *insl3*^−/−^, 9 months: *N* = 4 and 7; *insl3*^+/+^ and *insl3*^−/−^, 12 months: *N* = 3 and 10; *p < 0.05; **p < 0.01), and gene expression data as mean fold change ± SEM (*insl3*^+/+^ and *insl3*^−/−^, 9 months: *N* = 8 and 7; *insl3*^+/+^ and *insl3*^−/−^, 12 months: *N* = 6 and 10; *p < 0.05) and expressed relative to the wild-type group (which is set at 1).

### Insl3-induced changes in the testicular transcriptome

Considering that Insl3 can exert direct effects on germ cells via Rxfp2a expressed by type A spermatogonia, and indirect effects via Rxfp2b expressed by Sertoli and myoid cells, and considering that loss of *insl3* resulted in a spermatogenesis phenotype associated with elevated germ cell apoptosis and changed expression of growth factor and steroidogenesis-related genes, we wanted to examine in a more comprehensive manner the biological activities of Insl3. To this end, we compared global gene expression of adult zebrafish testis tissue in response to Insl3 by RNAseq. 

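The RNAseq experiment compared 3 adult testes kept under basal conditions with 3 testes exposed to zebrafish Insl3 at 100 ng/mL, each sequenced as a separate library after 2 days of preincubation and 2 days of treatment. The authors aligned the reads to the GRCz10 genome with TopHat2, counted them per Ensembl transcript with HTSeq and deposited the counts without normalization. Each library lists the same 46260 transcripts, so the values are transcript counts and not sums per gene. Total counts were 28939006, 27579750 and 20967304 in basal replicates 1, 2 and 3, and 25472401, 21178283 and 22192023 in Insl3 replicates 1, 2 and 3. The median was 27579750 under basal conditions and 22192023 with Insl3, so the basal libraries were on the whole deeper, and a ratio of counts that is not normalized is lower with Insl3 for the typical transcript (median log2 ratio -0.27). For the values given here the counts were normalized by edgeR's TMM method and scaled to library size (CPM), low transcripts were removed with filterByExpr at its default settings, and the 36363 transcripts left were tested with edgeR's quasi-likelihood test, first without and then with the replicate number as a block. With 3 testes against 3, an exact two-sided permutation test of a single transcript cannot give a p below 0.10. Replicates carrying the same number resembled each other across the conditions. The deviations from the group means correlated across transcripts with r between 0.58 and 0.73 for the 3 same-numbered basal and Insl3 libraries, and between -0.51 and -0.19 for basal and Insl3 libraries with different numbers. The negative values are no separate result, because deviations from a group mean cancel within the group. The first 2 principal components, with 48.3% and 25.9% of the variance, separated the replicate numbers, and the third, with 15.7%, had 53.4% of its own variance between the conditions. The paper's text does not say whether same-numbered testes came from the same male.

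**Figure D1:**
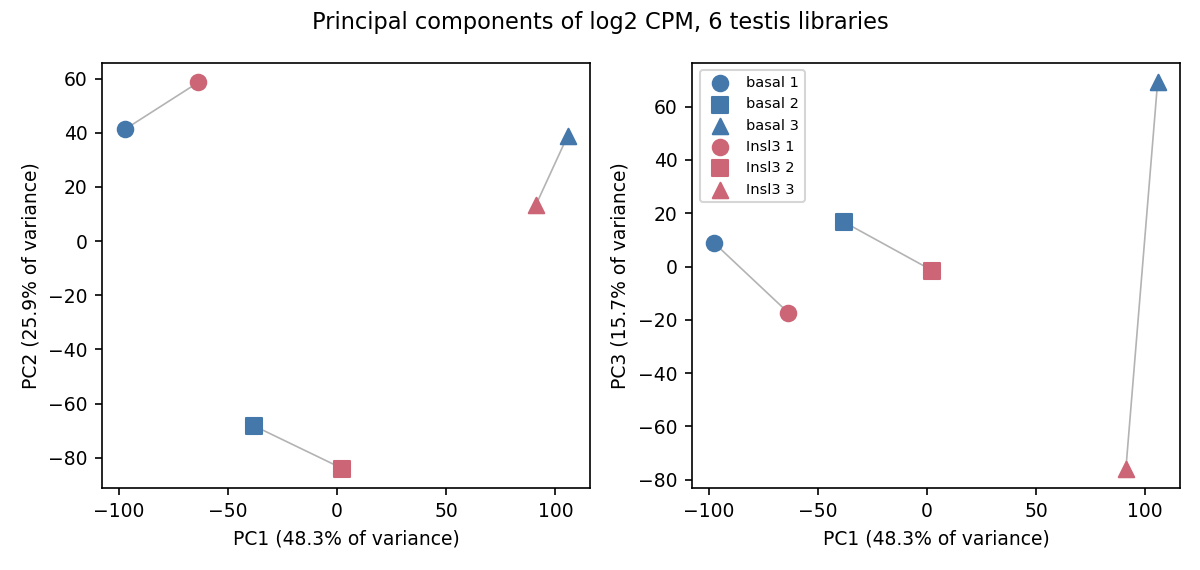
Principal components of the log2 CPM of the 6 libraries, with PC1 against PC2 on the left and PC1 against PC3 on the right; colours mark the condition, shapes the replicate number, and grey lines join same-numbered libraries. On PC1 and PC2 together (48.3% and 25.9% of the variance) each library lies nearest to its same-numbered partner, and each Insl3 library lies below its same-numbered basal library on PC3 (15.7%).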

Insl3 caused a significant modulation in the expression of 409 genes (Fig. 4A and Supplementary Data 1), with slightly more genes decreased (223 or ~55%) than increased (186 or ~45%), while the proportion of differentially expressed genes (DEGs) that reached a more than 2-fold change in expression was much higher for the Insl3-inhibited genes (194 or ~87%; Fig. 4A).

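At the paper's unadjusted threshold of 0.05, but with edgeR's quasi-likelihood test and filter in place of DESeq, 538 of the 36363 tested transcripts differed between Insl3-treated and basal testes, of which 341 (63.4%) were lower and 197 were higher. A uniform distribution of p-values would give about 1818 such transcripts, but this reference ignores the resemblance of same-numbered libraries. In simulated counts that kept the differences between pairs, the same test called 75 unchanged transcripts. Of the lower transcripts 243 (71.3%) changed more than 2-fold, and of the higher ones 99 (50.3%). After Benjamini-Hochberg adjustment 0 transcripts had a p under 0.05 in edgeR's quasi-likelihood test. With the replicate number as a block, 4920 transcripts had an unadjusted p under 0.05, 2691 higher and 2229 lower, and 0 passed after adjustment, where the smallest adjusted p was 0.082. In 2 other paired fits, chosen after seeing the data, 195 transcripts had an adjusted p under 0.05 with the block and no filter on low counts (14 of them in the paper's list), and 465 with DESeq2 and the block (63 in the list). With library totals as the only scaling, 424 of 538 transcripts (78.8%) were lower, and with DESeq2 347 of 644 (53.9%).
Of the paper's 409 listed transcripts, 398 passed the filter on low counts, and 397 of these moved in the listed direction, cyp26a1 being the exception. The unadjusted p was under 0.05 for 306 of them without the block and for 384 with it. Adjusted over the list alone, 0 passed without the block and 384 with it, although the list was itself called on these 6 libraries. Among the 408 listed transcripts whose listed means match the deposited counts, 182 of 186 higher transcripts rose in all 3 same-numbered pairs, and 207 of 222 lower transcripts fell in all 3. The listed fold changes of these 408 transcripts equal the ratios of the mean deposited counts, which are not normalized. On that scale 193 lower and 37 higher listed transcripts exceed 2-fold. After TMM normalization 124 lower (55.6%) and 83 higher (44.6%) do. Groups did not overlap for 1897 of the 36363 tested transcripts (5.22%, against 10% by chance if the pairing is ignored). Among these, the 5 higher transcripts with the smallest p-values included hoxa10b, which the paper lists, and ENSDART00000075420.4, which it does not list and for which the tables used give no gene name (log2 fold change 2.16, standard error 0.47, adjusted p = 1.00 without and adjusted p = 0.119 with the block in edgeR's quasi-likelihood test). The 5 lower ones included hnf1ba (log2 fold change -3.32, standard error 0.72, adjusted p = 1.00 without and adjusted p = 0.0965 with the block in the same edgeR test), si:dkey-96n2.3, slc25a1b and ENSDART00000170190, which the paper lists. The median fall of the lower listed transcripts was -0.72 and -0.73 log2 in pairs 1 and 2 and -1.55 in pair 3. From the number of transcripts in each direction and the share beyond 2-fold, the paper states that Insl3 lowered slightly more genes than it raised and that large changes were more frequent among the lowered ones.

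**Figure D2:**
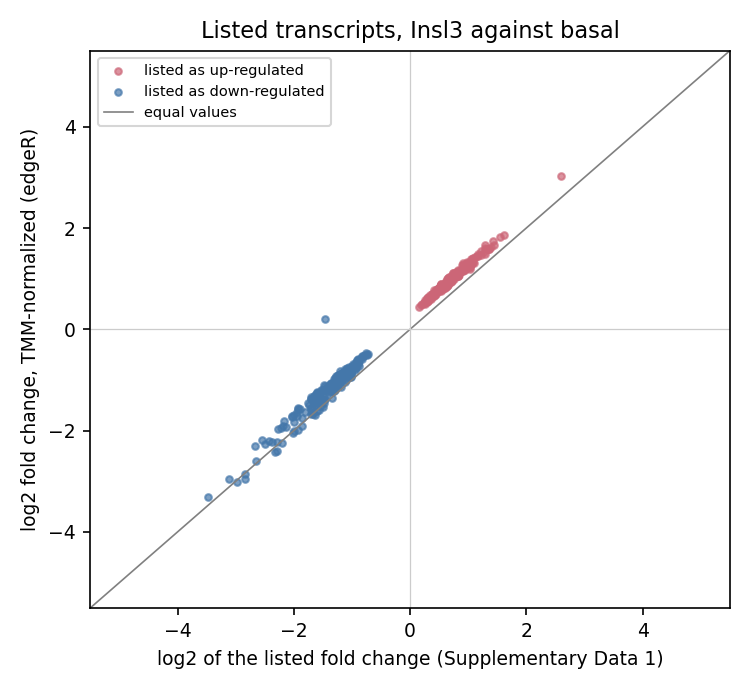
Log2 fold change of the 398 tested listed transcripts after TMM normalization (y axis) against the log2 of the fold change listed in Supplementary Data 1 (x axis); red points are listed as up-regulated and blue points as down-regulated, and the line marks equal values. Of the 398 transcripts 383 lie above the line, and cyp26a1 is the single transcript listed as lower that lies above 0 on the y axis.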

**Fig. 4:**
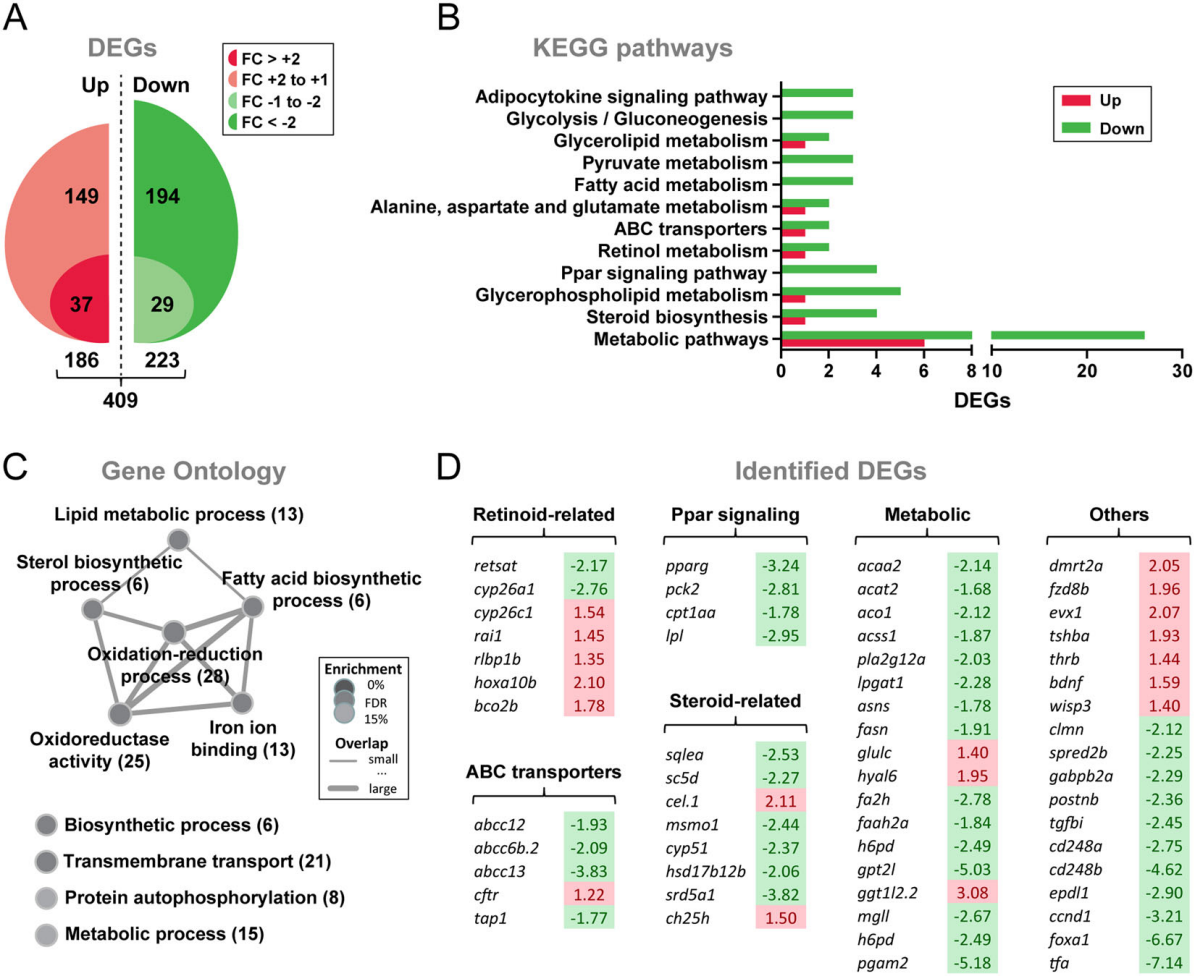
Gene expression profiling of testis tissue in response to Insl3. **A** Total numbers of up-regulated and down-regulated genes (DEGs) identified by RNAseq (*N* = 3; *p* < 0.05). To generate testis samples for RNAseq, male zebrafish testes were incubated in the absence or presence of zebrafish Insl3 (100 ng/mL) for 2 days. FC fold change. **B**, **C** Insl3-regulated KEGG pathways (**B**) and Gene Ontology terms (**C**) in adult zebrafish testis tissue. KEGG pathways represented by at least three DEGs and ratio of regulated genes (down-regulated/up-regulated) higher than 2 were considered for the analysis. In **C**, number of identified genes is shown in brackets and enrichment significance (FDR, false discovery rate) is represented as a color gradient. **D** Selected DEGs identified by KEGG and GO analyses grouped by their function. Fold change values are shown with a red or green background indicating up-regulation or down-regulation, respectively.

The majority of KEGG terms significantly enriched in Insl3-treated testes were down-regulated (Fig. 4B), including pathways related to steroid hormone biosynthesis, Ppar signaling, and retinol metabolism, as well as others involved in metabolic processes (e.g., glycolysis/gluconeogenesis, fatty acid, or pyruvate metabolism). 

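The direction of each pathway can be recounted for the genes that Supplementary Data 2 lists for it, which were drawn from the 409 transcripts. Of the 32 genes listed under metabolic pathways, 26 were lower and 6 higher with Insl3, and 26 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. With the replicate block this number was 30. All 4 Ppar signaling genes and all 3 genes each of glycolysis/gluconeogenesis, fatty acid metabolism, pyruvate metabolism and adipocytokine signaling were lower. Steroid biosynthesis had 4 lower genes and 1 higher gene, with an unadjusted p under 0.05 for all 5. Glycerophospholipid metabolism had 5 lower and 1 higher, and ABC transporters, glycerolipid metabolism and alanine, aspartate and glutamate metabolism each had 2 lower and 1 higher. For retinol metabolism 2 of the 3 listed genes have a transcript in Supplementary Data 1, 1 lower (retsat) and 1 higher (cyp26c1), and cyp26b1 was not analysed here. The median log2 fold change was -0.91 for the metabolic pathways and -1.45 for glycolysis/gluconeogenesis. None of these genes had an adjusted p under 0.05 with or without the replicate block.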

Functional enrichment analysis revealed gene clusters characterized by a high number of overlapping genes including factors involved in sterol, lipid, and fatty acid metabolism (Fig. 4C). 

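The overlap between terms is visible in the gene lists of Supplementary Data 2. The terms oxidation-reduction process (28 genes) and oxidoreductase activity (25 genes) share 23 genes, and 12 of the 13 iron ion binding genes are also in both. All 6 genes of fatty acid biosynthetic process are among the oxidation-reduction genes, and 4 of them are among the 13 lipid metabolic genes. Of the 6 sterol biosynthetic genes, 4 were lower and 2 higher with Insl3, and each of the 6 had an unadjusted p under 0.05 and moved the same way in all 3 pairs. Of the 13 lipid metabolic genes 10 were lower, with a median log2 fold change of -1.16 over the 13, and of the 6 fatty acid biosynthetic genes 5 were lower, with a median of -1.08. Only protein autophosphorylation had no lower gene. Its 8 genes were higher in all 3 pairs, with log2 fold changes between 0.82 and 1.73, and 4 of them had an unadjusted p under 0.05 without the replicate block and 8 with it. Supplementary Data 1 lists 18 transcripts of this pimr gene family, all higher and still so with library totals as the only scaling (log2 fold change at least 0.73). Family members with near-identical sequence can share reads, so the values of single members are uncertain.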

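Fig. 4D lists 4 genes under Ppar signaling, pparg, pck2, cpt1aa and lpl. Each is represented here by the 1 transcript that Supplementary Data 1 lists for it. Other rows of the deposited counts were not matched to genes, so further transcripts of these genes could not be looked for. For pparg (ENSDART00000039950.5) the counts were 115, 90 and 122 under basal conditions and 44, 50 and 7 with Insl3. Normalized for library size, this is 4.36 ± 1.88 CPM (SD, n = 3) under basal conditions and 1.48 ± 1.04 CPM (SD, n = 3) with Insl3. The log2 fold change was -1.54 (standard error 0.65, adjusted p = 1.00 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 Insl3-treated testes were below the 3 basal ones (exact two-sided permutation test, p = 0.10, the smallest p possible). The pck2 transcript fell from 31.4 ± 25.2 to 11.4 ± 3.48 CPM (SD, n = 3 each), with a log2 fold change of -1.45 (standard error 0.56). Its groups overlapped (exact permutation p = 0.20), and most of the fall was in pair 3, with -2.99 log2 against -0.06 and -0.55 in pairs 1 and 2. The cpt1aa transcript fell from 9.64 ± 1.81 to 6.46 ± 0.55 CPM (SD, n = 3 each). This smaller change (log2 fold change -0.58, standard error 0.24) was present in all 3 pairs, and the groups did not overlap. The lpl transcript fell from 19.3 ± 19.4 to 6.39 ± 1.87 CPM (SD, n = 3 each), with a log2 fold change of -1.59 (standard error 0.69). In pair 2 it did not fall (0.04 log2), in pair 3 the change was -3.18, and the exact permutation p was 0.30. At the unadjusted threshold of 0.05 that the paper used, pparg, pck2 and cpt1aa passed and lpl did not, both without and with the replicate block. With the block, the adjusted p-values in the same edgeR test were 0.302 for pparg, 0.346 for pck2, 0.245 for cpt1aa and 0.404 for lpl.

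**Figure D3:**
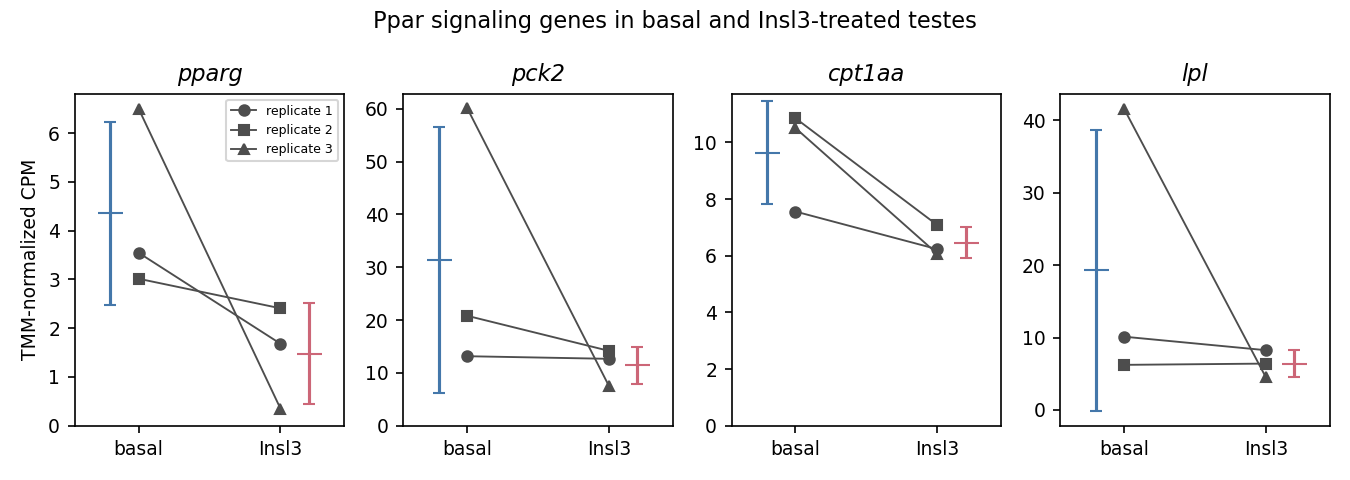
TMM-normalized CPM of pparg, pck2, cpt1aa and lpl in basal and Insl3-treated testes; black symbols are single testes, lines join the same replicate number, and the coloured marks beside them are the mean and SD of 3 testes. In replicate 3, the basal testis has the highest value of the 6 for pparg, pck2 and lpl, and the Insl3-treated testis has the lowest value for all 4 genes.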

Among the candidates identified by functional analyses, transcript levels of all Ppar signaling genes were lowered by Insl3 (Fig. 4D). Similarly, ABC transporters, metabolic and steroid-related genes were preferentially down-regulated (Fig. 4D). 

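In the deposited counts, 4 of the 5 ABC transporter genes of Fig. 4D were lower with Insl3, as were 14 of 17 metabolic genes and 6 of 8 steroid-related genes. These directions were the same under each normalization and filter tried. The unadjusted p was under 0.05 for 4 ABC transporter, 12 metabolic and 8 steroid-related genes without the replicate block, and for 5, 15 and 8 with it, in edgeR's quasi-likelihood test. After adjustment none was under 0.05. The unadjusted counts were not stable. With each testis left out in turn they ran from 0 to 3, from 4 to 13 and from 1 to 6. With DESeq2 they were 5, 17 and 8 without the block. In DESeq2 with the block, chosen after seeing the data, they were 4, 13 and 4. The genes were picked from the calls made on these libraries, so the counts describe the list and do not test it. Among the lower genes, the median log2 fold change was -0.81 for ABC transporters, -1.02 for metabolic and -1.15 for steroid-related genes. The steroid-related genes include sqlea, msmo1, cyp51 and sc5d, whose falls in pair 3 (-2.61, -2.31 and -2.58 log2 for the first 3) were larger than in pairs 1 and 2. The smallest unadjusted p among these genes was that of the metabolic gene aco1, with 39.0 ± 4.26 CPM (SD, n = 3) under basal conditions and 22.1 ± 5.53 (SD, n = 3) with Insl3. Its log2 fold change was -0.82 (standard error 0.23, adjusted p = 1.00 without and adjusted p = 0.082 with the replicate block in edgeR's test) and stayed between -1.02 and -0.68 with each testis left out in turn. The counts of gpt2l rested on 1 testis, with 9, 36 and 126 under basal conditions and 16, 10 and 8 with Insl3, and in pair 1 the gene was higher with Insl3. The genes that rose were cftr, cel.1, ch25h, glulc, hyal6 and ggt1l2.2, with the largest rise in ggt1l2.2 (log2 fold change 1.87, standard error 0.54), which was higher in all 3 pairs.

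**Figure D4:**
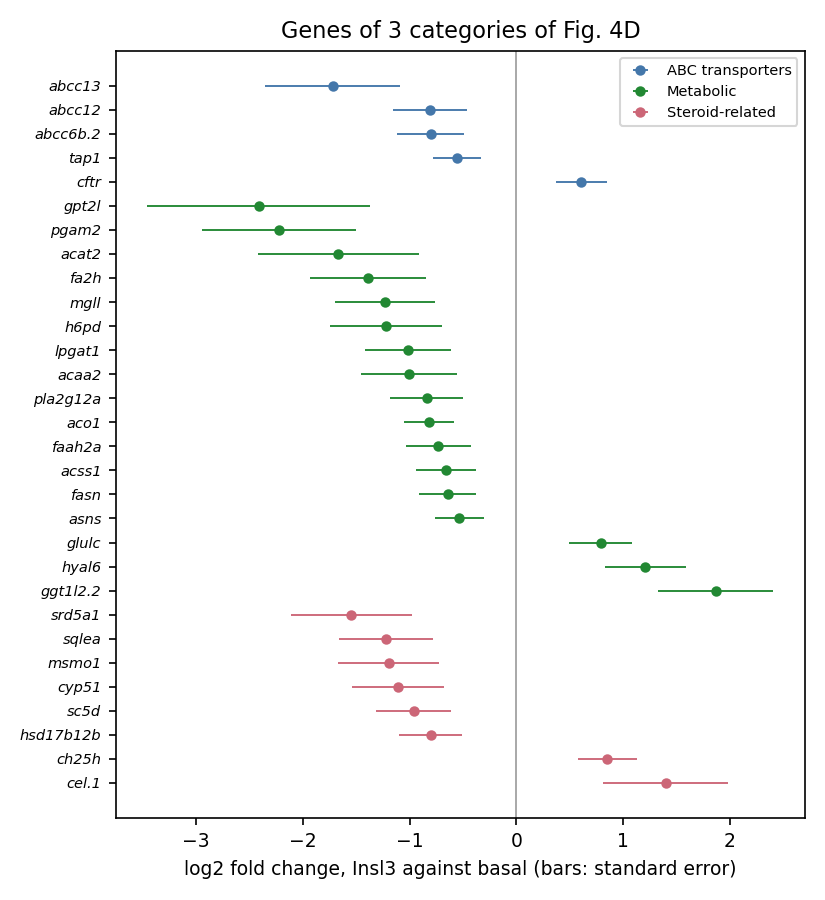
Log2 fold change between Insl3-treated and basal testes for the ABC transporter, metabolic and steroid-related genes of Fig. 4D (x axis), with bars of 1 standard error from edgeR's fit of 3 testes against 3. Of the 30 genes, 24 lie below 0 and 6 above it.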

On the contrary, a higher proportion of up-regulated genes was identified in the retinoid-related category (Fig. 4D). In addition, the gene set “Others” included factors involved in Wnt (*fzd8b*, *wisp3*, and *ccnd1*) as well as thyroid hormone signaling pathways (*tshba* and *thrb*; Fig. 4D), which were all up-regulated, except for *ccnd1*. 

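Of the 7 retinoid-related genes of Fig. 4D, 6 were higher and 1 was lower with Insl3 in the deposited counts. This counts cyp26a1 as higher, from the transcript listed for it. The means listed for cyp26a1 (79 under basal conditions and 28.7 with Insl3) occur only on another row, ENSDART00000110347.2, which has no gene name here. That row was lower with Insl3 (log2 fold change -1.31, standard error 0.65). The log2 fold change was 1.38 for hoxa10b (standard error 0.35), 1.14 for bco2b (standard error 0.42) and 0.92 for cyp26c1 (standard error 0.35), and these genes passed the paper's unadjusted threshold of 0.05 in edgeR's quasi-likelihood test. The genes rai1 and rlbp1b had log2 fold changes of 0.80 (standard error 0.35) and 0.68 (standard error 0.30) and passed it with the replicate block but not without. All 5 of these genes were higher in each of the 3 pairs, and their 3 Insl3 values were above their 3 basal values (exact two-sided permutation test, p = 0.10 for each, the smallest p possible). The lower gene was retsat, with 46.8 ± 33.3 CPM (SD, n = 3) under basal conditions and 22.6 ± 5.73 (SD, n = 3) with Insl3. Its log2 fold change was -1.05 (standard error 0.48), short of the unadjusted threshold with and without the block, and the change was -2.41 in pair 3 against -0.17 and -0.02 in pairs 1 and 2. The transcript listed for cyp26a1 (ENSDART00000141212, counted under version 1) had 61, 12 and 8 counts under basal conditions and 58, 8 and 11 with Insl3. This is a log2 fold change of 0.21 (standard error 0.86, exact permutation p = 0.70), smaller than its standard error, and its sign changed when single testes were left out. The adjusted p-values of the 7 genes were 1.00 without the block and between 0.172 and 0.853 with it.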

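In the deposited counts fzd8b rose from 1.52 ± 0.52 to 3.50 ± 1.22 CPM (SD, n = 3 each) and wisp3 from 11.6 ± 1.46 to 19.5 ± 2.76 (SD, n = 3 each). Their log2 fold changes were 1.21 (standard error 0.41) and 0.75 (standard error 0.21) in edgeR's quasi-likelihood test. The ccnd1 transcript fell from 20, 28 and 13 counts to 7, 5 and 7, a log2 fold change of -1.38 (standard error 0.46). For tshba the counts were 22, 26 and 22 under basal conditions and 25, 40 and 70 with Insl3 (log2 fold change 1.23, standard error 0.54), and its groups overlapped after normalization (exact permutation p = 0.20). The thrb transcript rose from 1.74 ± 0.45 to 2.94 ± 0.25 CPM (SD, n = 3 each), with a log2 fold change of 0.76 (standard error 0.33). At the unadjusted threshold of 0.05, fzd8b, wisp3 and ccnd1 passed without the replicate block, and all 5 genes passed with it. All 5 genes moved the same way in each of the 3 pairs. Of the 18 genes in the category 11 were lower and 7 higher, and 2 of the lower ones, foxa1 and cd248b, were removed by the filter on low counts. The foxa1 counts were 18, 1 and 81 under basal conditions and 6, 4 and 5 with Insl3. The largest fall among the tested genes was that of tfa, which encodes transferrin, from 210 ± 219 to 29.2 ± 25.3 CPM (SD, n = 3 each), with -6.13 log2 in pair 3 against -1.42 and -0.87 in pairs 1 and 2. None of the 16 tested genes had an adjusted p under 0.05, with or without the block.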

Based on these data and on previous findings on the relevance of RA signaling for the differentiation of spermatogonia and meiosis in mammals^27^ and zebrafish^25^, we decided to investigate a possible link between Insl3 and RA signaling. Moreover, we were intrigued by the consistent modulation of Pparg expression.

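The fall of pparg was present in each same-numbered pair, at -1.04, -0.31 and -3.93 log2 in pairs 1, 2 and 3. It was negative under each normalization, filter and test tried. With each testis left out in turn, the log2 fold change stayed between -2.08 and -1.11, and the unadjusted p of edgeR's quasi-likelihood test was under 0.05 in 1 of these 6 fits. It was also not under 0.05 when a mean of 10 counts was required in place of filterByExpr, when the share of spliced reads was added as a covariate, or with DESeq2 and the replicate block, a fit chosen after seeing the data. The smallest change was without Insl3 replicate 3, which had 7 counts, and the largest without Insl3 replicate 2, which had 50.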

### Insl3-induced effects on spermatogenesis are mediated by retinoic acid and Pparg signaling pathways

To investigate the possible involvement of retinoid signaling in mediating Insl3 effects on zebrafish spermatogenesis, we incubated testicular explants with Insl3 (100 ng/mL) in the absence or presence of a RA production inhibitor (DEAB). Blocking testicular RA production elevated the BrdU index of undifferentiated spermatogonia (type A_und_; Fig. 5A) and increased the proportion of area occupied by this cell type (Fig. 5B), suggesting that proliferation of type A_und_ spermatogonia resulted in more type A_und_ cells.

**Fig. 5:**
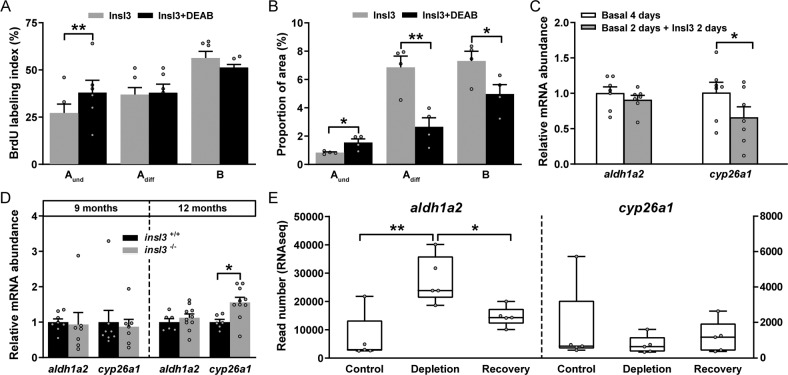
Involvement of retinoic acid (RA) signaling in Insl3-induced spermatogenesis. **A**, **B** Evaluation of the proliferation activity (**A**) and of the proportions of spermatogonia (**B**) in zebrafish testes cultured for 4 days with 100 ng/mL Insl3, and in the absence or presence of the RA inhibitor DEAB (10 μM). **C** Ex vivo transcript levels of the RA producing (*aldh1a2*) and degrading enzymes (*cyp26a1*) in testis tissue incubated in the absence or presence of 100 ng/mL Insl3. **D** *aldh1a2* and *cyp26a1* expression levels in wild-type (*insl3*^+/+^) and *insl3* knockout (*insl3*^−/−^) testes 9 and 12 months post-fertilization. **E** Read numbers (RNAseq) of RA metabolic enzymes in control, germ cell-depleted (by exposure to the cytostatic agent busulfan^51^), and testes with recovering (from busulfan) spermatogenesis, as described by Crespo et al.^25^ (NCBI GEO data set GSE116611). In **A**, **B** and **E**, data are shown as mean ± SEM (**A**: *N* = 6; **B**: *N* = 4; **E**: *N* = 5; *p < 0.05; **p < 0.01), and in **C**, **D** as mean fold change ± SEM (**C**: *N* = 7; **D**: *insl3*^+/+^ and *insl3*^−/−^ 9 months, *N* = 8 and 7; *insl3*^+/+^ and *insl3*^−/−^ 12 months, *N* = 6 and 10; *p < 0.05) and expressed relative to the control group (which is set at 1). A_und_, type A undifferentiated spermatogonia; A_diff_, type A differentiating spermatogonia; B, type B spermatogonia.

The proportion of differentiating spermatogonia (types A_diff_ and B), on the other hand, was lowered when blocking RA synthesis in the presence of Insl3 (Fig. 5B). Since these cell types showed no change in proliferation activity (Fig. 5A), we understand their reduced proportion as reflecting the DEAB-induced reduction of RA-mediated pro-differentiation effects. Transcript levels of the RA-producing enzyme *aldh1a2* were not affected by Insl3, in contrast to the significantly reduced transcript levels of the RA-degrading enzyme *cyp26a1* (Fig. 5C), suggesting that Insl3 can increase testicular RA availability by decreasing its catabolism. An inhibitory effect of Insl3 on *cyp26a1* expression was also suggested by elevated levels of this transcript in 12 months-old *insl3*^*−/−*^ males in comparison with wild-type siblings (Fig. 5D). Analysis of RNAseq data that compared control, germ cell-depleted, and testis tissue recovering from this depletion^25^, suggested that *aldh1a2* expression was enriched in somatic cells, since its transcript levels increased in germ cell-depleted testes and decreased again during the recovery of spermatogenesis (Fig. 5E). In contrast, no effect was observed for *cyp26a1* (Fig. 5E), indicating that somatic and germ cells express this enzyme, as suggested previously for zebrafish testis tissue based on in situ hybridization studies^28^. Taken together, changes in retinoid metabolism may mediate part of the Insl3 effects on spermatogenesis in zebrafish.

In view of the reduced levels of Ppar-related transcripts following Insl3 treatment (Fig. 4), we investigated possible interactions between Insl3 and Ppar signaling. First, we examined effects of the Pparg antagonist T0070907 in the primary testis tissue culture system. Distinct effects were recorded for undifferentiated versus differentiating spermatogonia: the Pparg antagonist halved the proportion of type A_und_ but increased those of type A_diff_ and B spermatogonia (Fig. 6A). Regarding BrdU incorporation, only the activity of type B spermatogonia increased in the presence of the Pparg antagonist (Fig. 6B). Similar to the effect of pharmacological Pparg inhibition, genetic loss of the *pparg* gene (allele 1737; *pparg*^*−/− sa1737*^, see Supplementary Fig. 5 for more details on the two *pparg* mutant alleles) reduced the proportion occupied by type A_und_ spermatogonia in homozygous mutants (Fig. 6C). However, this effect was not observed in the mutant allele 1220 (*pparg*^*−/− sa1220*^; Fig. 6C). In testis tissue of 12 months-old *insl3*^*−/−*^ mutants, *pparg* transcript levels were higher, while in 9 months-old mutants, lower levels were recorded compared to wild-type controls (Fig. 6D, left panel). Analyzing the RNAseq data set that compared control, germ cell-depleted, and recovering testes^25^, showed that *pparg* expression was enriched in somatic cells, since its transcript levels increased in germ cell-depleted testes and decreased again during the recovery of spermatogenesis (Fig. 6D, right panel). Taken together, these results suggest that Insl3 supports spermatogenesis in the adult zebrafish testis by reducing Pparg signaling in somatic cells.

**Fig. 6:**
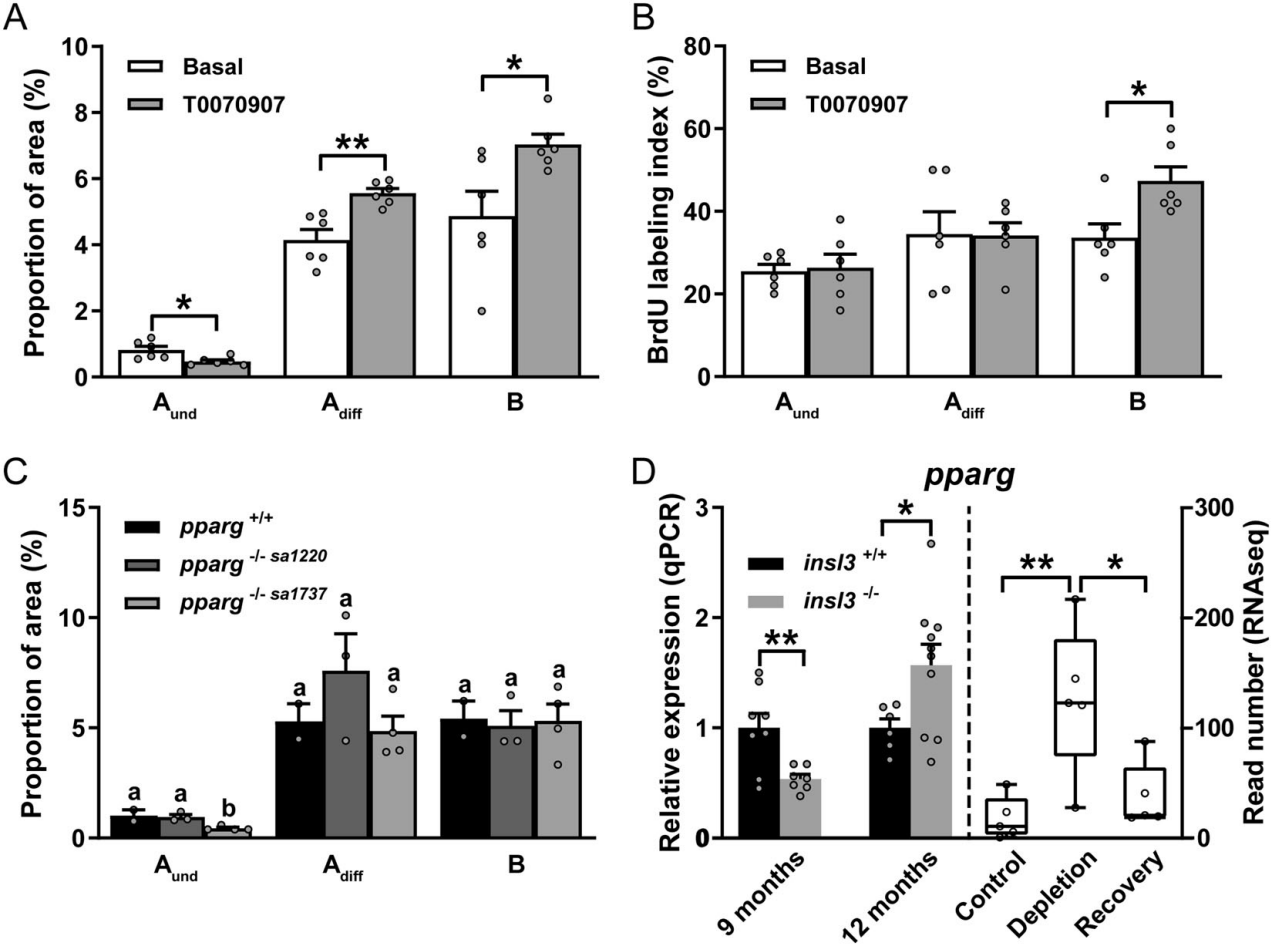
Pparg involvement in Insl3-induced spermatogenesis. **A**, **B** Evaluation of the proportions (**A**) and of the proliferation activity of spermatogonia (**B**) in zebrafish testes cultured for 4 days in the absence or presence of the Pparg antagonist T0070907 (10 μM). **C** Area occupied by different types of spermatogonia in wild-type (*pparg*^+/+^) and *pparg* knockout (*pparg*^−/−^) adult testes. Two different *pparg*^-/-^ mutants (alleles 1220 and 1737) were evaluated. **D** In vivo *pparg* expression levels in wild-type (*insl3*^+/+^) and *insl3* knockout (*insl3*^-/-^) testes 9 and 12 months post-fertilization (left panel), and in control, germ cell-depleted (by exposure to the cytostatic agent busulfan^51^), and testes with recovering (from busulfan) spermatogenesis, as described by Crespo et al.^25^ (NCBI GEO data set GSE116611) (right panel). In **A**–**C** and right panel in **D**, data are shown as mean ± SEM (**A**, **B**: *N* = 6; **C**: *pparg*^+/+^, *pparg*^*−/− sa1220*^ and *pparg*^*−/− sa1737*^, *N* = 2, 3 and 4; **D**: *N* = 5; *p < 0.05; **p < 0.01), and in the left panel in **D** as mean fold change ± SEM (*insl3*^+/+^ and *insl3*^−/−^, 9 months: *N* = 8 and 7; *insl3*^+/+^ and *insl3*^*−/−*^, 12 months: *N* = 6 and 10; *p < 0.05; **p < 0.01) and expressed relative to the control group (which is set at 1). In **C**, different letters indicate significant differences between groups (*p < 0.05). A_und_, type A undifferentiated spermatogonia; A_diff_, type A differentiating spermatogonia; B, type B spermatogonia.

Despite functional enrichments for steroid-related genes in our RNAseq data (Fig. 4), further analyses did not support a direct effect of Insl3 on zebrafish testicular steroidogenesis. Neither androgen (i.e., 11-ketotestosterone [11-KT]) production nor transcript levels of selected genes involved in steroidogenesis responded to zebrafish Insl3 in primary tissue culture (Supplementary Fig. 6A, B). Furthermore, the Insl3-triggered stimulation of the proliferation of spermatogonia was not modulated by preventing the production of biologically active steroids by trilostane (TRIL; Supplementary Fig. 6C), demonstrating that steroid signaling does not mediate acute Insl3 effects on germ cell proliferation.

## Discussion

After having found in previous work that Insl3 promoted the differentiating division of spermatogonia, we investigated how Insl3 stimulated germ cell differentiation. We found that Insl3 (i) used two receptor paralogues expressed by Sertoli and myoid cells (Rxfp2b) and type A spermatogonia (Rxfp2a), respectively; (ii) reduced germ cell apoptosis also in zebrafish; (iii) stimulated the proliferation activity of type A_und_ spermatogonia using a so far unknown mechanism, however, not involving RA or Pparg; and (iv) increased the transition of A_und_ spermatogonia to A_diff_ and B spermatogonia via enhancing RA and reducing Pparg signaling.

Of the four candidate Insl3 receptors, previously identified in zebrafish testis tissue^24^, two responded well to Insl3, with Rxfp2b being ~15-fold more sensitive than Rxfp2a. Rxfp2b also showed a higher level of constitutive activity, and was expressed by somatic cells in close contact with germ cells, probably Sertoli and myoid cells, while Rxfp2a was expressed by type A spermatogonia. Also in zebrafish, Leydig cells are the cellular source of Insl3^23^. Considering the proximity of Leydig and Sertoli and myoid cells, the high sensitivity to Insl3 and the high basal activity of Rxfp2b, the latter is likely to signal at least somewhat most of the time. Type A spermatogonia, on the other hand, are shielded from Insl3 to some extent by cytoplasmic extensions of Sertoli cells, and the Rxfp2a receptor variant these germ cells express requires higher Insl3 concentrations for activation. Therefore, it seems possible that the higher Insl3 concentration required to activate Rxfp2a expressed by type A spermatogonia, is only achieved following an Fsh stimulus of Insl3 production^21^. Studies in mammals also reported germ cell expression of *Rxfp2* mRNA, but then restricted to spermatids in rat^15^, mice^7^, and boar^29^, while in the latter, also expression in spermatocytes was reported.

In young adult males at 3 and 6 months of age, the knockout of *insl3* went unnoticed. However, at and beyond 9 months of age, we observed increased apoptotic activity among germ cells, reduced GSI and reduced proportions of the more advanced germ cell generations type B spermatogonia, spermatocytes, and spermatids. Our morphological data suggest that scattered single germ cells or small groups of germ cells were lost to apoptosis initially, which may have resulted in a number of small and then, perhaps by confluence, larger empty spaces in the germinal epithelium. These spaces were first bounded by the cytoplasmic extensions of Sertoli cells, but these spaces may be lost eventually, perhaps by fusing with the tubular lumen, while the remaining Sertoli cells may give rise to the Sertoli cell only groups. This observation would also indicate that, in the long run, spermatogonial stem cells of *insl3*^*−/−*^ mutants are unable to replenish the lost germ cells, or that mutant Sertoli cells are no longer able to efficiently produce new spermatogenic cysts.

In boar^13^ and rat^15^, but not in mice^7^, INSL3 was considered an anti-apoptotic factor for germ cells. This is reminiscent of the situation in zebrafish, so that a conserved function of Insl3 seems to be to reduce germ cell apoptosis via receptors expressed by germ cells. However, we found no evidence for *rfxp2a/b* expression in zebrafish spermatocytes and spermatids. There are number of possibilities to understand this apparent mismatch. Transgene expression may not be fully representative of the native promotor activity, or transgene expression at later stages of spermatogenesis is weak and not easily detectable. Unfortunately, in situ hybridization to locate *rfxp2a* mRNA on testis sections was not successful in our hands, possibly related to low levels of this transcript; median read numbers were not exceeding 100 in our RNAseq study (Fig. 1B). Future work using potentially more sensitive approaches^30,31^ is warranted in this regard. While not having data on the exact cellular localization of the transcripts, examining their levels after germ cell depletion/recovery demonstrated that *rfxp2a* mRNA resided in the germ cell compartment, whereas *rfxp2b* mRNA is expressed in the testicular somatic compartment. Finally, reporter protein expression may not represent reliably a possibility often encountered in germ cells, namely the storage of precociously expressed mRNA for later use^32^. Sertoli cell-associated *rxfp2b* expression, on the other hand, is unlikely to be involved in the observed germ cell apoptosis, since in the cystic type of spermatogenesis in fish, Sertoli cell-mediated apoptosis would be expected to affect all germ cells in a given germ cell clone, which was not observed in our study.

Increased apoptosis probably contributed to the reduced volume fractions measured for spermatocytes and spermatids at 12 months of age (Fig. 2D), but apoptosis did not affect type B spermatogonia, so that their reduced volume fraction in *insl3*^*−/−*^ mutants must have a different background. In this regard, it seems relevant that Insl3 promoted the differentiating division of type A_und_ to type A_diff_ spermatogonia in primary testis tissue cultures of adult zebrafish^20,23^. Removing this stimulatory effect in vivo may eventually result in a reduced production of type B spermatogonia. In 9 months-old *insl3*^*−/−*^ males, transcript levels of the key enzyme for androgen production were 3-fold up-regulated (Supplementary Fig. 4). The androgen 11-KT stimulated spermatogenesis in zebrafish^25,33^ and loss of the androgen receptor gene resulted in hypoplastic testes and disturbed spermatogenesis^34,35^. Therefore, the potentially elevated androgen production may have counterbalanced in part the absence of Insl3. Spermatogenesis further deteriorated in 12 compared to 9 months-old mutants. At that time, *cyp17a1* transcript had fallen behind the controls (Fig. 2E), suggesting that it will be interesting in future studies to compare androgen plasma levels and testicular androgen levels in wild-type and *insl3*^−/−^ mutant males of 9 and 12 months of age. The decrease in *cyp17a1* transcript levels at 12 months of age was accompanied by reduced *igf3* mRNA levels, a growth factor stimulating the differentiation of spermatogonia and their entry into meiosis^36,37^. Moreover, key enzymes controlling RA levels (in turn promoting germ cell differentiation; see below), were expressed at similar levels in 9 months-old wild-type and mutant testes but shifted in 12 months-old mutants to facilitate RA breakdown (Fig. 5D). Finally, Pparg (restricting differentiation of A_und_ and reducing the production of type B spermatogonia; see below), were down- and up-regulated, respectively, in 9 and 12 months-old mutants (Fig. 6D). Jointly, these observations suggest that up until ~9 months of age, mutant testes compensated the loss of the pro-differentiation factor Insl3 by reducing signaling that restricts differentiation of A_und_ spermatogonia (Pparg), and by sustaining (Igf3, RA) or increasing (androgen) pro-differentiation signals. The concept of a long-term, compensatory reaction, instead of a direct Insl3-regulated short-term response, is supported by the observation that in short-term testis tissue culture studies^20,23^, Insl3 had no effect on transcript levels of growth factor or steroidogenesis-related genes. The latter was confirmed again in the present study, now also showing that biochemical blocking of androgen production did not modulate the action of Insl3 on the proliferation activity of type A spermatogonia (Supplementary Fig. 6C). While the biological activity of Insl3 does not seem to depend on androgen production or action, blocking androgen production genetically clearly reduced Insl3 production, so androgens may be up-stream of Insl3^38^. However, developmental effects of androgen insufficiency on Leydig cell number and/or maturation are possible and may secondarily reduce Insl3 production. Taken together, sex differentiation, puberty, and spermatogenesis in young adults proceeded phenotypically normally in *insl3*^*−/−*^ males, potentially involving the activation of compensatory mechanisms. However, in older adults ≥9 months of age, the compensatory mode became exhausted, leading to a deterioration of spermatogenesis.

The *gsdf* gene is not required for male fertility^39^, is expressed by Sertoli cells contacting all stages of germ cell development^40^, and does not respond to Fsh or Lh in zebrafish^21^. We therefore use it here as an indicator of Sertoli cell number. In this regard, the progressively lower *cx43* transcript levels in *insl3* mutants, despite stable *gsdf* transcript levels, indicate that Sertoli cell gap junctions, but not Sertoli cell number, may have been compromised. In the adult mammalian testis, the gap junction protein CX43 is relevant for the communication among neighboring Sertoli cells, and is required specifically also for the integrity of the tight junctions that are established among Sertoli cells during puberty and after Sertoli cells stopped proliferating and differentiated terminally^26^. In zebrafish, however, these junctions are not formed throughout the testis between all Sertoli cells during puberty but are established only among Sertoli cells of those spermatogenic cysts, in which the germ cells approach the end of meiosis^41^. We speculate that a reduced availability of Cx43 disturbed the communication and/or establishment of tight junctions between Sertoli cells enveloping late spermatocytes/spermatids, which may have reduced Sertoli cell functionality, and thereby contributed to the increased apoptotic loss of meiotic and postmeiotic germ cells. Sertoli cell-specific loss of *Cx43* in mice also was associated with a failure of spermatogonia to differentiate^42^, so that reduced *cx43* transcript levels may contribute to a reduced production of differentiating spermatogonia in *insl3*^−/−^ zebrafish.

As discussed above, increased transcript levels encoding the RA-catabolizing enzyme Cyp26a1 suggested a reduced availability of RA in 12 months-old mutant testis tissue. RA as ligand for its Raraa receptor is relevant for supporting spermatogenesis in zebrafish, which includes the restriction of apoptosis among spermatocytes and in particular spermatids^25^. Analysis of our RNAseq data confirmed Insl3 regulation of retinoid-related transcripts. Direct experimental evidence for the interaction of Insl3 and RA-mediated signaling is provided by the Insl3-induced decrease in *cyp26a1* transcript levels in primary testis tissue culture (Fig. 5C), fitting well to increased *cyp26a1* transcript levels in 12 months-old *insl3*^−/−^ mutants discussed above. We therefore propose that part of the biological activity of Insl3 is mediated via RA signaling through Raraa in zebrafish testis tissue.

What aspect of Insl3 activity may be related to RA signaling, next to the Raraa-mediated effects on spermatid apoptosis discussed above? When only blocking RA production, neither the BrdU index nor the proportion of area changed for type A_und_^25^. Only adding Insl3 to testis tissue, increased the BrdU index of type A_und_, while their proportion of area decreased^20^. Here, we found that blocking RA production in the presence of Insl3 further increased the BrdU index, but now also increased the proportion of area for type A_und_ (Fig. 5A, B). Jointly, these observations indicate that Insl3 increased the BrdU index of A_und_, while also facilitating RA production, thereby promoting differentiation of the newly formed germ cells^25^. The latter also explains the combination of partial depletion of A_und_ and accumulation of A_diff_ that did not show a change in their BrdU index^20^. Vice versa, when blocking RA production in the presence of Insl3, the proportion of A_diff_ is decreased, probably due to a shortage of RA, so that A_und_ produced under the influence of Insl3 remain undifferentiated and accumulate (Fig. 5B). Taken together, our results suggest that the previously described effect of Insl3 to promote the differentiating division of A_und_^20,23^ is composed of at least two separate processes: (i) the Insl3-triggered stimulation of A_und_ cell cycling that is undisturbed by DEAB/RA; and (ii) the DEAB/RA-sensitive guidance of the newly formed cells into differentiation, the latter potentially also supported by Sertoli cell to spermatogonia communication involving Cx43-containing junctions. Missing this Insl3-mediated stimulation of A_und_ cell cycling in mutants may also explain the appearance of the Sertoli cell only patches in testis tissue of older mutants.

In addition to retinoid signaling, Ppar signaling was retrieved from the RNAseq analysis, with Pparg as the leading gene, a member of the nuclear receptor family. PPARG has a broad ligand binding spectrum, including unsaturated fatty acids, eicosanoids, and the prostaglandin PGJ_2_^43^. In the human testis, PPARG protein is found in Sertoli cells and in germ cells (spermatocytes and spermatozoa)^44^. However, information available in the human Protein Atlas database^45^ also indicates interstitial/extratubular PPARG/*Pparg* expression. Our RNAseq data in zebrafish suggests somatic but not germ cell *pparg* expression (Fig. 6D). Unfortunately, in situ hybridization trials were not successful, possibly related to the low read numbers (~10; controls in Fig. 6D) found for this transcript. To develop the biological activity, PPARG forms heterodimers with a retinoic X receptor. All six *rxr* paralogues in the zebrafish genome are expressed in the testis, and the expression pattern of two of these paralogues (*rxrab* and *rxrgb*) suggests preferential somatic expression (Supplementary Fig. 7), while the four other paralogues were expressed in both, somatic and germ cells^25^. It therefore seems likely that Pparg can interact with a retinoic X receptor in zebrafish Sertoli cells.

PPARG is known for regulating adipogenesis, energy balance, and lipid biosynthesis^43^. There are no adipocytes in the spermatogenic tubules or the interstitial tissue, but PPARG also regulates adipocyte differentiation from mesenchymal stem cells^46^. Other stem cell systems were reported to be sensitive to PPARG signaling as well^47–49^, so we speculate that Pparg signaling may affect stem cell populations in the zebrafish testis. We have postulated previously^50^ that a somatic stem cell population in the fish testis gives rise to Sertoli cells, which may be a target of Pparg signaling in addition to targeting processes in differentiated Sertoli cells. The established testicular stem cell type, spermatogonial stem cells, belongs to the population of type A_und_ spermatogonia^51^ and would have to be affected indirectly via Pparg-mediated changes in Sertoli cell activity. In this regard, it is interesting to note that in rodent Sertoli cells PPARG regulates lipid storage and lactate production^52^. These metabolic activities are important for meeting the energy demand of germ cells under the relative hypoxic conditions in the germinal epithelium, and reduce reactive oxygen species (ROS) production associated with oxidative energy production, which seems particular relevant considering the ROS-sensitivity of stem cells^53^.

We found that pharmacological (Pparg inhibitor T0070907) as well as genetic (*pparg*^*−/− sa1737*^) interference with Pparg activity, removed a protection of type A_und_ spermatogonia against pro-differentiation effects, resulting in a partial loss of A_und_ (Fig. 6B, C). The stimulatory effect on the BrdU-index and proportion of area of type B spermatogonia, on the other hand, was visible in the short-term pharmacological experiments, but not in the long-term genetic model. It is possible that this effect was lost in context with the compensatory responses of the mutant testis tissue. Taken together, our observations suggest that Pparg modulates spermatogenesis in adult zebrafish in two ways: (i) Pparg reduces the A_und_ to A_diff_ transition, apparently without changing their proliferation activity, thus reducing the production of A_diff_; (ii) under short-term conditions, Pparg can reduce the proliferation activity and hence number of type B spermatogonia. It appears that Pparg can tilt the balance of germ cell development in favor of keeping type A spermatogonia in an undifferentiated state while reducing the number of more differentiated spermatogonia. The second *pparg* mutant allele (*pparg*^*−/− sa1220*^) did not show a phenotype. We speculate that the absence of a phenotype of the *pparg*^*−/− sa1220*^ allele (see Supplementary Fig. 5C for an alignment with the human protein; functional information on zebrafish *pparg* mutant alleles is not available) may reflect the complete absence of the domains required for DNA binding, combined with its potential replacement by other Ppar family members. The *pparg*^*−/− sa1220*^ allele, on the other hand, retained the first zinc finger and the P-box but missed the D-box required for dimerization, so that it may show traits of a dominant negative protein reducing access of Ppar proteins to their binding sites on the DNA. However, these speculations require further studies.

In summary, increased apoptotic loss of germ cells after loss of *insl3* suggests that an anti-apoptotic effect is among the evolutionary conserved Insl3 functions, while we found no evidence for an acute effect on testicular steroidogenesis in zebrafish. RNAseq data and follow-up studies showed that RA and Pparg signaling mediated Insl3 effects, resulting in the increased production of differentiating spermatogonia in response to Fsh-stimulated Insl3 production (schematically summarized in Fig. 7). However, Insl3 effects are not drastic, and testicular defects in *insl3* mutants are not noticeable initially. Overall, previous and present results show that Fsh uses different, locally produced signaling molecules (growth factors, including Insl3, but also low molecular weight molecules like RA^25^, sex steroids^34,35^ and prostaglandins^54^) to implement specific regulatory effects on spermatogenesis. Since several of these Fsh-regulated pathways operate in parallel in zebrafish, the impact of an individual pathway usually is not overwhelming, allowing follow-up research to examine compensatory mechanisms. This seems different in a number of cases in mammals considering that for example androgen receptor and RA receptor gamma each individually are indispensable for spermatogenesis^55,56^. This creates “bottlenecks” that do not exist in fish, although the same signaling systems are relevant in spermatogenesis throughout vertebrates.

**Fig. 7:**
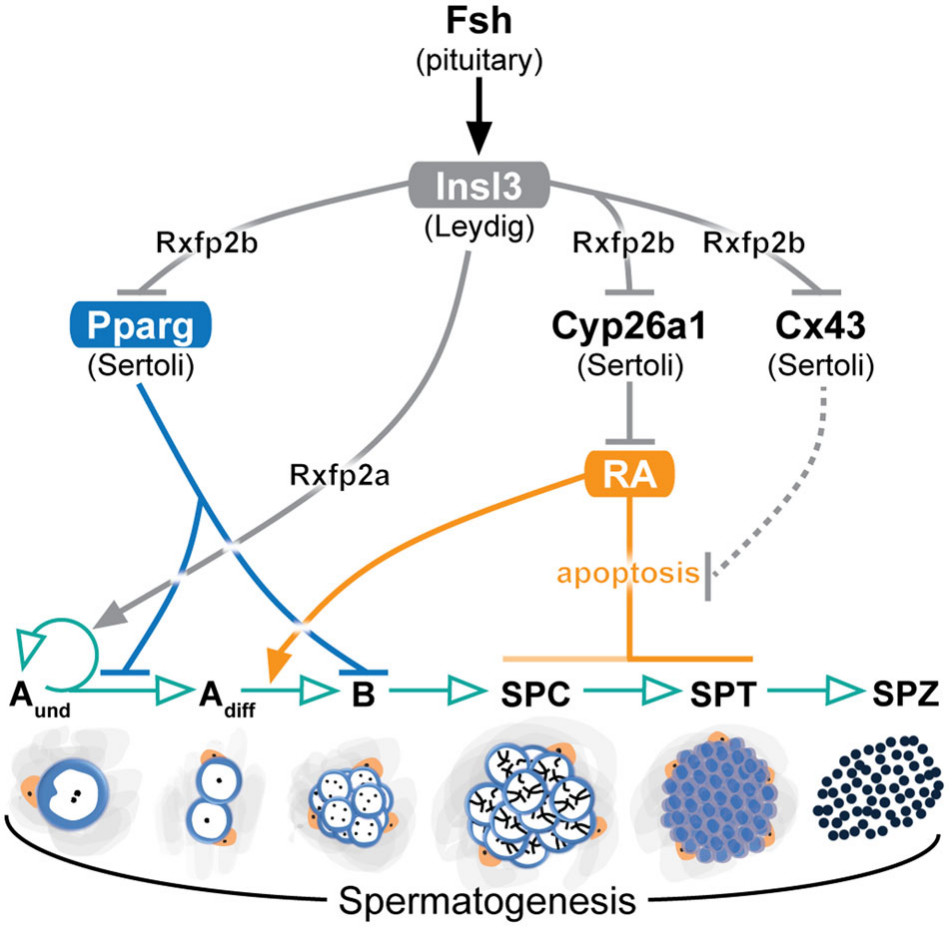
Schematic illustration showing the endocrine and paracrine regulation of zebrafish Insl3 and the stages of spermatogonial development affected. Described effects are indicated by black (Fsh), gray (Insl3), blue (Pparg), and orange (RA) arrows, while germ cell development or germ cell-mediated effects are indicated in green. Gray dashed line denotes no experimental evidence reported. Fsh, follicle-stimulating hormone; Insl3, insulin-like 3; Pparg, peroxisome proliferator-activated receptor gamma; RA, retinoic acid; Cx43, connexin 43; Rxfp2a, relaxin family peptide receptor 2a; Rxfp2b, relaxin family peptide receptor 2b; A_und_, type A undifferentiated spermatogonia; A_diff_, type A differentiating spermatogonia; B, type B spermatogonia; SPC, spermatocytes; SPT, spermatids; SPZ, spermatozoa; Leydig, Leydig cell; Sertoli, Sertoli cell.

## Methods

### Fish maintenance

Zebrafish were bred and raised in the aquarium facility of the Faculty of Science at Utrecht University (The Netherlands). Sexually mature males between 3 and 12 months of age were used for the present experiments. Handling and experimentation were consistent with the Dutch national regulations. The Life Science Faculties Committee for Animal Care and Use in Utrecht approved the experimental protocols.

### Identification of Insl3 responsive receptors

Zebrafish testis expressed four candidate Insl3 receptor genes: *rxfp1*, *rxfp2a*, *rxfp2b*, and *rxfp2-like*^24^. The coding regions of each of these receptors was cloned into pcDNA3.1/V5-His vector and assayed to mediate zebrafish Insl3-stimulated cAMP-induced reporter-gene activity according to Chen et al.^57^, with minor modifications as described previously^58^. Briefly, human embryonic kidney (HEK-T) 293 cells were maintained under 5% CO_2_ and at 37 °C in culture medium (Dulbecco’s modified Eagle’s medium [DMEM]) containing 2 mM glutamine, 10% fetal bovine serum and 1× antibiotic/antimycotic solution (all from Invitrogen). Transient transfections were performed in 10 cm dishes, containing approximately 3.5 × 10^6^ cells with 1 μg receptor expression vector construct in combination with 10 μg pCRE/β-gal plasmid, 66 μg polyethylenimine (PEI; Polysciences Inc.) and 150 nM NaCl in D-PBS and diluted in culture medium following overnight incubation. The pCRE/β-gal plasmid consists of a β-galactosidase gene under the control of a human vasoactive intestinal peptide promoter containing five cAMP-response elements^57^. Empty pcDNA3.1/V5-His vector was used for mock transfections. The next day, the cells were stimulated with increasing concentrations of recombinant Insl3^23^ in HEPES-modified DMEM containing 0.1% BSA and 0.1 mM IBMX (all from Sigma). Ligand-induced changes in β-galactosidase activity (conversion of *o*-nitrophenyl-β-d-galactopyranoside into *o*-nitrophenol) were measured at 405 nm in a Bio-Rad 96-well microplate reader, and related to the forskolin (10 μM)-induced changes in each 96-well plate. Therefore, the results are expressed as arbitrary units (AU, Fig. 1A), related to the forskolin-induced cAMP-mediated reporter gene activation. All experiments were repeated at least three times using cells from independent transfections, each performed in triplicate. Ligand concentrations inducing a half-maximal stimulation (EC_50_) were calculated using GraphPad Prism (GraphPad Software, Inc.).

### Generation of *rxfp2a* and *rxfp2b* transgenic lines

Rxfp2a and Rxfp2b were consistently activated by Insl3 with EC_50_ values of 96.2 ng/mL and 6.5 ng/mL, respectively (Fig. 1A), while Rxfp1 and Rxfp2-like needed higher doses and did not reach the same level of stimulation. To study which cell types express these two receptors in testis tissue, we generated transgenic zebrafish lines expressing fluorescent proteins (FP) (*Tg(rxfp2a:EGFP)* and *Tg(rxfp2b:mCherry)*) under the control of approximately 3 kb of their promoter sequences in destination vectors pDestTol2CG2 (containing *cmlc2:EGFP*^59^) or pDestTol2CmC2 (containing *cmlc2:mCherry*; i.e., pDestTol2CG2, in which the EGFP sequence was replaced by the mCherry sequence), using Gateway technology^59^. To this end, zebrafish genomic DNA was amplified using primers 4703 and 4704, and 4705 and 4706 (see Supplementary Table 1), to specifically amplify *rxfp2a* (3193 bp) and *rxfp2b* (3087 bp) sequences, respectively, preceding the ATG start codons of these genes. These sequences were cloned into p5E-Fse-Asc vector^59^. Subsequent LR clonase reactions generated constructs for Tol2 transposase-mediated transgenesis, according to Ishibashi et al.^60^. Briefly, freshly fertilized, one-cell stage zebrafish embryos (AB strain) were injected with 1–2 nL of 50 ng/μL plasmid DNA and 100 ng/μL transposase mRNA. Three days after injection, embryos were selected based on the green or red fluorescence of their hearts, driven by the *cmlc2* sequence. Positive F0 fish were grown to adulthood and crossed with wild-type fish to establish transgenic lines.

### Generation of *insl3* and source for *pparg* knockout mutants

CRISPR/Cas9 targets for the zebrafish *insl3* gene were selected using ZiFiT Targeter software. Guide RNA and Cas9 synthesis were performed according to Jao et al.^61^. For gRNA synthesis, the template DNA was linearized by *Bsm* BI digestion followed by in vitro transcription with MEGAscript T7 Kit (Ambion). The transcribed RNA was purified using a QIAprep Spin Miniprep kit (Qiagen) following the manufacturer’s instructions. Plasmids sequences were verified by PCR amplification and Sanger sequencing. Cas9 mRNA was synthesized using a mMESSAGE mMACHINE Kit (Ambion) and linearized plasmid DNA as template. The resultant mRNA was purified before resuspension in nuclease-free water and quantified using a NanoDrop (Thermo Scientific). Freshly fertilized zebrafish embryos (Tüpfel long fin) at the one-cell stage were co-injected with gRNA and Cas9 mRNAs (25 and 300 ng/µL, respectively). Injected embryos were maintained in an 28 °C incubator and transferred to aquarium tanks at 72 h of postinjection.

Mutant lines for *pparg* (*sa1220* and *sa1737*) were obtained from the Zebrafish International Resource Center (ZIRC). Both mutant *pparg* alleles have an A>T nonsense mutation in exon 3 leading to a premature stop codon at either amino acid 141 (*pparg*^*−/− sa1220*^) or amino acid 176 (*pparg*^*−/− sa1737*^). Genotyping was performed using PCR-based KASP (Kompetitive Allele-Specific PCR) technology (LGC Genomics) performed on a Bio-Rad CFX96 machine according to the manufacturer’s instructions (*pparg*^*−/− sa1220*^ KASP assay ID: 554-1129.1; *pparg*^*−/− sa1737*^ KASP assay ID: 554-1682.1). In the case of both alleles, the work presented here was carried out using the F4 generation after three outcrosses against wild-type AB fish, so that background mutations are unlikely to play an important role for our observations.

### Primary testis tissue cultures

Using a previously established ex vivo tissue culture system^33^, adult zebrafish testis tissue was incubated for 4 days with Insl3 alone (100 ng/mL^20^) or in the presence of also 10 µM *N,N*-diethylaminobenzaldehyde (DEAB, Sigma-Aldrich; a compound blocking RA production^62,63^). This served to investigate if RA signaling is involved in mediating Insl3 effects on spermatogonia proliferation and differentiation. Additional tissue culture experiments were carried out to examine the effect of Pparg signaling on zebrafish spermatogenesis, incubating testis tissue for 4 days in the absence or presence of 10 µM 2-chloro-5-nitro-N-4-pyridinyl-benzamide (T0070907, Sigma-Aldrich; a PPARg antagonist^64,65^, in order to evaluate its effects on spermatogonia proliferation and differentiation). Moreover, testis tissue was incubated for 18 h or for 4 days in the absence or presence of 100 ng/mL Insl3 to study its potential effects on androgen production and steroid-related gene expression, respectively. To exclude the potential effects of steroid hormones on the Insl3-stimulatory action on spermatogonia proliferation, additional incubations were carried out for 4 days in the presence of 25 µg/mL trilostane (TRIL, Sigma-Aldrich), which prevents the production of biologically active steroids. In all experimental conditions described above, testis tissue was incubated at 26 °C and experiments were repeated 2–3 times (including 5–12 individuals each).

Primary testis tissue cultures were also used to examine Insl3-induced changes in testicular gene expression by RNA sequencing (see below for details on RNA sequencing). Previous work showed that Insl3 changed testicular transcript levels (e.g., *aldh1a2* or *cyp26a1*) after incubating testis tissue for 4–7 days^20,23^. However, we considered 4–7 days as a period too long to identify direct, or at least not very far downstream, Insl3 target genes. We hypothesized that this relatively long period was necessary due to high levels of basal *insl3* gene expression in zebrafish Leydig cell (~15,600 reads; RNAseq data set GSE116611). In analogy to the spontaneous decrease of sex steroid production to less than 10% of starting levels within two days after starting primary tissue culture^33^, we speculated that *insl3* gene expression would wane in a similar manner. Accordingly, we first incubated testis tissue under basal conditions for 2 days to allow for the assumed decrease of endogenous Insl3 production, then added exogenous, zebrafish Insl3 peptide (100 ng/mL) and continued the incubation for another 2 days, before collecting the tissue for analysis of gene expression. The period of 2 days was chosen based on previous work on Fsh-induced changes in testicular gene expression, which also made use of a 2 days long incubation period^20^. Pilot studies showed under these conditions, we indeed recorded a significant decrease of *cyp26a1* transcript levels after only 2 days of exposure to Insl3.

### Transcriptomic analysis of testis tissue using RNA sequencing

Total RNA from three control and three Insl3-treated testes was isolated using the miRNeasy Mini Kit (Qiagen). RNA integrity was checked with an Agilent Bio-analyzer 2100 total RNA Nano series II chip (Agilent). All six samples showed an RNA integrity number > 8 and were used for library preparation. Illumina RNAseq libraries were prepared from 2 µg total RNA using the Illumina TruSeq RNA Sample Prep Kit v2 (Illumina, Inc.) according to the manufacturer’s instructions. The resulting RNAseq libraries were sequenced on an Illumina HiSeq2500 sequencer (Illumina, Inc.) as paired-end 150 nucleotide reads. Image analysis and base calling were done by the Illumina pipeline. Quality control of the obtained reads was performed using CASAVA software (v1.8; Illumina, Inc.). The sequencing yield ranged between ~41 and ~52 million reads per sample and mapping efficiency for uniquely mapped reads was between 69.2 and 71.9% (see Supplementary Data 1). 

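The paper's read totals were set beside the deposited counts. Between 66.6% and 80.9% of the uniquely mapped reads that Supplementary Data 1 gives for each library are counted on transcripts in the deposited counts. This share was 80.9%, 73.4% and 71.7% in basal replicates 1, 2 and 3, and 76.3%, 66.6% and 67.7% in Insl3 replicates 1, 2 and 3, lower with Insl3 in each same-numbered pair. The spliced reads of Supplementary Data 1 make up 55.8%, 50.9% and 49.1% of the paper's uniquely mapped reads in the basal libraries and 53.5%, 45.9% and 44.3% in the Insl3 libraries, again lower with Insl3 in each pair. With 3 libraries against 3, the ranges of both shares overlap between the conditions, and no exact permutation p below 0.10 is possible. The 10 most abundant transcripts took 3.38%, 4.81% and 6.86% of the counts in the basal libraries and 4.15%, 7.48% and 10.5% in the Insl3 libraries.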

RNAseq derived reads were aligned to the zebrafish genome (GRCz10) using TopHat2^66^ (v2.0.12). The resulting read counts were extracted using the Python package HTSeq^67^ (v0.6.1). Data analysis was performed with the R/Bioconductor package DESeq^68^ (v.1.18.0; *p* < 0.05). The raw RNAseq data of the six samples sequenced (three biological replicates per condition) have been deposited in the NCBI GEO database with accession number (GSE152038).

Functional enrichment analyses were carried out using a plugin^69^ for the Cytoscape network environment^70^. The Enrichment Map plugin calculates over-representation of genes involved in closely related Gene Ontology (GO) categories^71^, resulting in a network composed of gene sets grouped according to their function. DAVID Bioinformatics Resources 6.7^72^ was used to retrieve GO terms from the list of differentially expressed genes (DEGs) and exported as the input for each functional enrichment analysis. Regulated KEGG pathways were determined using the KEGG Mapper tool^73^. KEGG pathways represented by at least three DEGs and by the ratios of regulated genes (up-/down-, and vice versa) higher than two were considered for the analysis.

### Testis tissue sample preparation and analysis: morphology, candidate gene expression, and androgen release

The proliferation activity of type A and type B spermatogonia was quantified by examining the incorporation of the S-phase marker bromodeoxyuridine (BrdU; 50 µg/mL, Sigma-Aldrich), which was added to the medium during the last 6 h of the culture period. After incubation, testis tissue was fixed at room temperature for 1 h in freshly prepared methacarn (60% [v/v] methanol, 30% chloroform and 10% acetic acid glacial; Merck Millipore). Testis tissue was dehydrated, embedded in Technovit 7100 (Heraeus Kulzer), and sectioned at a thickness of 4 μm, according to conventional techniques. The mitotic index was determined by examining at least 100 germ cells (A_und_) or spermatogenic cysts (A_diff_ or B spermatogonia), differentiating between BrdU-labeled and unlabeled cells/cysts as previously described^25^. To quantify the proportion of area occupied by different germ cell types, testis tissue was fixed in 4% glutaraldehyde (4 °C, overnight), dehydrated, embedded in plastic, sectioned at 4 μm thickness and finally stained with toluidine blue. 10–15 randomly chosen, non-overlapping fields were photographed at ×400 magnification and the images were analyzed quantitatively using ImageJ software. With a specific plugin, a 540-point grid served to quantify the proportion of area occupied by the various germ cell types, based on the number of points counted over those germ cell types. The germ cells/cysts were identified according to previously published morphological criteria^41^.

Additional sets of ex vivo experiments were carried out to investigate candidate gene expression in response to the same conditions used for generating tissue samples for the above-mentioned morphological analyses. To this end, total RNA was isolated from testis tissue at the end of the incubation period, using the RNAqueous Kit (Ambion) following the manufacturer’s instructions. Relative mRNA levels of candidate genes were quantified by real-time, quantitative PCR (qPCR; see Supplementary Table 2 for detailed primer information) as previously described^21^. The geometric mean of *eef1a1l1*, *rpl13a*, and *ubc* was used as endogenous (housekeeping) control due to their constant expression under all conditions investigated. The relative mRNA levels were quantified using the 2^−ΔΔCT^ method as previously described^74^.

Furthermore, culture medium was collected after incubation in the absence or presence of Insl3 (100 ng/mL) to quantify the testicular release of 11-KT, the main androgen in fish^75^, as described previously^25^.

### Analysis of germ cell apoptosis by TUNEL

To determine the incidence of apoptosis, paraffin embedded testis tissue from wild-type and *insl3* knockout males was subjected to deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL). First, testis tissue was briefly washed with PBS and subsequently fixed in 4% PBS-buffered paraformaldehyde (4 °C, overnight). After a 30 min wash with PBS, testis tissue was dehydrated and embedded in paraffin. Sections of 4 μm thickness were treated with permeabilization solution (20 µg/mL proteinase K [Sigma-Aldrich] in 10 mM Tris/HCl, pH 7.4) for 15 min at 37 °C. Finally, testis tissue was incubated with the TUNEL reaction mixture (In Situ Cell Death Detection Kit, Fluorescein; Roche) in the dark at 37 °C for 1 h. After washing twice in PBS, sections were counterstained with propidium iodide, mounted in Vectashield antifade mounting medium (Vector Laboratories) and examined by confocal laser scanning microscopy (Zeiss LSM 700). Negative and positive controls were included in each experimental set up.

Images from fluorescent stained sections were analyzed using a custom CellProfiler and Ilastik segmentation and quantification pipeline^76^ with minor modifications. For the quantification of the TUNEL positive signal, captured image files were photographed at ×20 magnification and analyzed for the % fraction of cell nuclei stained for TUNEL (Fig. 3C). Illumination correction was first applied to images in order to correct uneven illumination using CellProfiler. Thereafter, pixel classification was performed on nuclei with Ilastik in order to distinguish background from foreground. Segmentation of nuclei was performed by the Identify Primary Objects module on the Ilastik probability maps using a manual threshold. Positive stained cells were segmented by applying a global minimum cross entropy threshold with the same module. The percentage of positive cells was then exported as the count of positive cells divided by total identified nuclei multiplied by 100.

### Statistics and reproducibility

GraphPad Prism 9.0.0 package (GraphPad Software, Inc.) was used for statistical analysis. All datasets were tested for normal distribution using a Shapiro–Wilk normality test. In cases where all groups to be compared passed the normality test, significant differences between groups were identified using two-tailed Student’s *t*-test (paired or unpaired, as appropriate) or one-way ANOVA followed by Tukey’s test for multiple group comparisons. For datasets with no normal distribution, the non-parametric two-sided Mann–Whitney test was applied. Data are represented as mean ± SEM (*p < 0.05; **p < 0.01; ***p < 0.001; ns, no significant changes observed). The results shown in Figs. 5A–C and 6A, B are from representative testis tissue culture experiments, which were repeated 2–3 times (using 5–12 individuals each time).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Description of Additional Supplementary Files

Peer Review File

Reporting Summary

## Data Availability

The complete raw RNAseq data of the six samples sequenced in this study (three biological replicates per condition) have been deposited in the NCBI GEO database under the accession number GSE152038. Expression levels of selected genes in control, germ cell-depleted, and testes with recovering spermatogenesis^25^ were retrieved using the GEO data set GSE116611. All data generated or analyzed during this study are included in this published article (and its Supplementary information files). The source data underlying the graphs are provided in Supplementary Data 1 and 2.

# Supplementary material for: Insulin-like 3 affects zebrafish spermatogenic cells directly and via Sertoli cells
**Source:** Commun Biol. 2021 Feb 15;4:204. doi: 10.1038/s42003-021-01708-y
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1.

**Description:** Mapping statistics and complete list of differentially expressed genes identified by RNAseq ( $N = 3$ ;  $p < 0.05$ ) in Ins13-treated testis tissue.

**File name:** Supplementary Data 2.

**Description:** Source data underlying the graphs shown in the manuscript and Supplementary information.

How the deposited data were processed for this re-analysis (not part of the article)

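Gene expression was measured by RNAseq in 6 adult zebrafish testes, 3 kept under basal conditions and 3 exposed to Insl3 at 100 ng/mL for 2 days after 2 days of preincubation. Each testis gave 1 library, and the conditions and replicate numbers were taken from the sample labels and the paper. The authors aligned paired-end reads to GRCz10 with TopHat2, counted them with HTSeq, and deposited whole-number counts per Ensembl transcript for each library without normalization. The annotation release, the strand setting and the counting mode are not named in the paper's text, so transcripts of overlapping or near-identical genes carry an uncertainty that was not measured. Total counts per library ranged from 20967304 to 28939006, with a median of 27579750 under basal conditions and 22192023 with Insl3.

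The deposited counts were analysed in R 4.3.3. The 46260 transcripts were filtered with edgeR's filterByExpr (edgeR 4.0.16, default settings, minimum count 10), normalized by TMM and tested with edgeR's quasi-likelihood test in a model of condition alone, two-sided, with Benjamini-Hochberg adjustment over the 36363 transcripts left. The count of transcripts with an unadjusted p under 0.05 is reported beside the adjusted count because the paper used DESeq with an unadjusted threshold of that size. Log2 fold changes carry a standard error computed as the log2 fold change divided by the square root of the F statistic. Values per testis are TMM-normalized CPM, and within-pair differences are differences of log2 CPM with a prior count of 2. Single transcripts were also compared by an exact two-sided permutation test on log2 CPM, which cannot go below p = 0.10 with 3 testes against 3.

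Basal and Insl3 libraries share replicate numbers 1, 2 and 3 in the sample labels, and the paper's text gives no pairing. Deviations from the group means correlated at r = 0.64 on average for same-numbered libraries and at r = -0.32 for differently numbered ones. The negative value follows from the positive one, because deviations from a group mean cancel within the group. The model with the replicate number as a block, chosen before these correlations were seen, is given where stated. On simulated counts that kept the differences between pairs and carried 200 changed transcripts, the test without the block recovered 187 of the 200 at an unadjusted p under 0.05 and 0 after adjustment, and called 75 of the unchanged transcripts (0.207%). With the block it recovered 199, of which 190 passed after adjustment, and called 1704 unchanged transcripts (4.71%) before and 38 after adjustment. The changed transcripts were picked among the more abundant ones and moved by 1.5 log2, equally in every pair. The counts were drawn from a model with the replicate block. These rates therefore do not show how the block performs for smaller, low-count or uneven changes. DESeq2 (version 1.42.0) without the block recovered 191, of which 98 passed after adjustment.

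The alternatives were DESeq2, RLE factors, library totals, no filter on low counts, a mean of at least 10 counts over all or over the basal libraries, the replicate block, robust dispersions, the paper's spliced-read share as a covariate, and each library left out in turn. Other fits were added later and are named as such in the closing section. Genes were named by a rule set beforehand, namely every gene of Fig. 4D, genes the paper names for its other testis experiments, and the 5 higher and 5 lower transcripts with the smallest p-values whose groups do not overlap. Transcripts were matched to gene names through the 409 rows of Supplementary Data 1, of which 408 carry the same versioned transcript ID as the counts and 1 differs in its version. The other transcripts were not matched to genes here, so sums per gene, most genes of the paper's other experiments and 13 gene sets chosen beforehand were not analysed here. Of the members of these gene sets at most 40.9% had a transcript, under the 80% required for a test. A test of a list of marker genes, and 1 of the transcripts named by the rule, are not reported here.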

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

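The tests in this part were chosen after the results they concern were seen. The signals below lie in transcripts that the paper does not discuss. None of the 6 libraries belongs to a group large enough for a test of single outlying samples.

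With the replicate number as a block, 4536 transcripts outside the paper's list had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, although 0 of all tested transcripts had an adjusted p under 0.05 (smallest adjusted p 0.082, against 1.00 without the block). Over all 36363 transcripts the count was 4920 with the block and 538 without it. Swapping the labels within 1 pair gave between 581 and 1033 transcripts, so 1 of the 4 splits that part every pair, the real one itself, gave as many, and 4 splits are too few to reach a share under 0.05. Without the block, the real split was also the largest of the 4 such splits (1 of 4), with 538 against 221 to 239. The other 6 splits of the libraries keep 2 pairs whole and so set pairs against each other, and they gave 1085 to 9278 transcripts without the block. For the adjusted counts, 4 of the 4 splits gave as many transcripts as the real one, with and without the block, because all counts were 0. In simulated counts with the real differences between pairs, the test without the block called 0.207% of unchanged transcripts, far under 5%, so a candidate explanation for the low count without the block is that the differences between pairs inflate the spread. With the block the test called 1704 unchanged simulated transcripts (4.71%), in counts drawn from a model with that block. The 4 splits cannot by themselves decide whether the count under the block arises by chance, and the libraries also differ within pairs in their spliced-read share and total counts.

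With DESeq2, 82 transcripts with a mean of 10 basal counts or less were higher with Insl3 at an unadjusted p under 0.05, against 18 that were lower. None of the 82 is listed, and the lowest basal mean in the paper's list is 10.3. Their median mean count was 3.17 under basal conditions and 13.7 with Insl3. Of the 82, 70 rose in all 3 pairs, 60 had 3 Insl3 values above the 3 basal values, and 0 had an adjusted p under 0.05 in DESeq2. In edgeR's fit with the block and no filter on low counts, 71 of the 82 had an unadjusted p under 0.05 and 1 an adjusted p under 0.05. Because they were chosen by a test on the same counts, these numbers cannot separate an effect of Insl3 from counting noise at low counts.

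The most abundant transcript, ENSDART00000093606.3, which the tables used do not pair with a gene name and which was singled out after its values were seen, took 3.69% of the counts in Insl3 replicate 3 and 2.06% in basal replicate 3. It was higher with Insl3 in each pair, with 1.00% against 0.806% in pair 1 and 2.47% against 1.48% in pair 2. The log2 fold change was 0.79 (standard error 0.66), and the adjusted p was 1.00 without and 0.267 with the block in edgeR's quasi-likelihood test. The 10 most abundant transcripts together rose by 0.767, 2.68 and 3.60 percentage points in pairs 1, 2 and 3. Taking the library totals without these 10 transcripts changed the median log2 ratio of Insl3 to basal libraries from -0.084 to -0.048, so they account for a part of the shift and a larger part is left. The paper's share of spliced reads was also lower with Insl3 in each pair, and a difference in RNA composition between the libraries cannot be told apart from an effect of Insl3 here.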

How the results depend on the processing

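The alternatives were set before the data were examined, except the DESeq2 test with a replicate block, the DESeq2 test with a basal mean of at least 10, the replicate block with no filter, and TMM factors for ratios of means, which were added after seeing the data. Sums of counts per gene and the gene sets were not run. Where a value changed, the cause was not tested unless a value is given for it.

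The number of transcripts with an unadjusted p under 0.05 was 538. It was 845 with no filter on low counts, 1554 with the spliced-read share as a covariate and 4920 with the replicate block, and among the added fits 3388 with DESeq2 and a replicate block and 5338 with the replicate block and no filter. DESeq2 gave 644, and the calls it shared with edgeR's were 370. The block shared 461 of the 538. Across the 6 fits that each left out one testis the number ran from 170 without Insl3 replicate 3 to 1472 without basal replicate 3.

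The number of transcripts with an adjusted p under 0.05 was 0, where 538 had an unadjusted p under 0.05. It stayed at 0 under the alternatives set beforehand except DESeq2, which gave 1. Among the added fits it was 1 with DESeq2 and a basal mean of at least 10, 195 with the replicate block and no filter, and 465 with DESeq2 and a replicate block. In the 6 leave-one-out fits it was 0. So no transcript passed under edgeR's planned settings, and the added paired fits gave counts that differ with the filter and the test.

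Of the paper's 409 listed transcripts, 306 had an unadjusted p under 0.05, and with the spliced-read share as a covariate 156 did. With each testis left out in turn this number ran from 82 to 222. Adjusted over all tested transcripts, 0 passed, against 63 with DESeq2 and a replicate block and 14 with the replicate block and no filter. Adjusted over the list alone, 0 passed in the main setting, 1 with DESeq2 and with DESeq2 and a basal mean of at least 10, 384 with the replicate block, 298 with DESeq2 and a replicate block, and 396 with the replicate block and no filter. The list was called on these libraries, so the last counts do not show stability. Directions were nearly constant, with 395 to 408 of the 395 to 409 tested listed transcripts moving as listed across the settings.

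The share of calls that were lower was 63.4%. It was 53.9% with DESeq2, 78.8% with library totals only, 67.5% with no filter, 69.6% with a mean of at least 10 counts over all samples, 72.8% with that mean over basal samples, 45.3% with the replicate block, 39.3% with DESeq2 and a replicate block and 50.2% with the replicate block and no filter. With the replicate block, 2691 transcripts were higher and 2229 lower, and with library totals only 114 were higher and 424 lower. With each testis left out in turn the share ran from 39.1% to 77.9%. Of the 3 paired fits, 2 thus had fewer lower than higher calls, and the replicate block with no filter had 2679 lower and 2659 higher.

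Of the lower calls, 71.3% changed more than 2-fold. This was 84.4% with no filter, 78.7% with a mean of at least 10 counts over all samples, 80.3% over basal samples, 15.5% with the replicate block, 76.2% with the spliced-read share as a covariate, 17.4% with DESeq2 and a replicate block and 23.4% with the replicate block and no filter, and from 39.2% to 94.3% with each testis left out. Of the higher calls, 50.3% changed more than 2-fold. This was 61.3% with DESeq2, 58.8% with library totals only, 66.9% with no filter, 39.4% with a mean of at least 10 counts over basal samples, 11.4% with the replicate block, 31.6% with the spliced-read share as a covariate, 11.6% with DESeq2 and a replicate block and 13.1% with the replicate block and no filter, and from 56.2% to 85.4% with each testis left out.

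For the ratios of mean deposited counts without normalization, 37 listed higher and 193 listed lower transcripts exceed 2-fold. With library totals 66 higher and 148 lower do, with TMM factors 83 and 124, and with RLE factors and with DESeq2 size factors 84 and 124. The scaling moves the median log2 ratio of all tested transcripts from -0.27 without normalization to -0.08 with library totals and 0.01 with TMM, so the shares beyond 2-fold on the scale without normalization are relative to that shift.

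The members of the Fig. 4D categories kept their majority direction under each alternative. In the retinoid-related category the number of lower members was 1, and from 1 to 2 with each testis left out, because the sign of cyp26a1 reversed, at -0.14 without basal replicate 2, -0.12 without basal replicate 3 and -0.97 without Insl3 replicate 1, in a range from -0.97 to 1.35 over the 6 fits. Of the 57 tested Fig. 4D genes 41 had an unadjusted p under 0.05. The replicate block put 10 more past this threshold and took none below it, and DESeq2 put 15 more past it. DESeq2 with a replicate block put 9 more past it and took 11 below it. The spliced-read share as a covariate took 14 below the threshold and put 3 past it. Leaving out Insl3 replicate 3 took 31 below it and put 0 past it. Depth limits the genes with few counts, and the filter on low counts leaves cd248b and foxa1 of Fig. 4D untested.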

Differences from the paper's values

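With edgeR's quasi-likelihood test, 341 transcripts were lower with Insl3 at an unadjusted p under 0.05, against the paper's 223. Of the alternatives set before the data were examined, robust dispersions (305) came within 1.5 times the paper's number, and the others did not. DESeq2 with a basal mean of at least 10, chosen after seeing the values, gave 329, also within 1.5 times. None of these gives the paper's number itself.

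For cyp26a1 the log2 fold change was 0.21, against the paper's -1.46 as the log2 of its listed ratio. Leaving out Insl3 replicate 1 gave -0.97, within the error of the paper's value, and none of the other alternatives did. The mean counts of the listed transcript were 27 under basal conditions and 25.7 with Insl3, against the paper's 79 and 28.7.

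For the remaining genes, the paper's values are the log2 of the listed ratios. Library totals as the only scaling brought the value within 1 standard error of the paper's for each of them, and other alternatives set before the data were examined did so as follows. The log2 fold change of cftr was 0.61 against the paper's 0.29, and within 1 standard error of it with library totals (0.49) and leaving out basal replicate 2 or 3 or Insl3 replicate 1. That of tap1 was -0.56 against the paper's -0.82, and within 1 standard error of it with library totals (-0.64), DESeq2 and leaving out basal replicate 2 or Insl3 replicate 1 or 2. That of cpt1aa was -0.58 against the paper's -0.83, and within 1 standard error of it with library totals (-0.66), DESeq2, the spliced-read share as a covariate and leaving out basal replicate 1 or Insl3 replicate 1 or 2. That of aco1 was -0.82 against the paper's -1.08, and within 1 standard error of it with library totals (-0.91), DESeq2 and leaving out basal replicate 2 or 3 or Insl3 replicate 1.

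The log2 fold change of asns was -0.54 against the paper's -0.83, and within 1 standard error of it with library totals (-0.64) and leaving out Insl3 replicate 2. That of fasn was -0.64 against the paper's -0.93, and within 1 standard error of it with library totals (-0.74), DESeq2 and leaving out basal replicate 1 or 3 or Insl3 replicate 1 or 2. That of glulc was 0.79 against the paper's 0.49, and within 1 standard error of it with library totals (0.68), DESeq2, no filter and leaving out basal replicate 2 or 3 or Insl3 replicate 1 or 3. That of wisp3 was 0.75 against the paper's 0.49, and within 1 standard error of it with library totals (0.66), the spliced-read share as a covariate and leaving out basal replicate 2 or Insl3 replicate 3. That of spred2b was -0.86 against the paper's -1.17, and within 1 standard error of it with library totals (-0.97), DESeq2, no filter, robust dispersions and leaving out basal replicate 2 or 3 or Insl3 replicate 1 or 2. DESeq2 with a replicate block, chosen after seeing the values, also came within its error for glulc and spred2b. In some of these settings the value was no nearer to the paper's, and a larger standard error alone covered the difference. This holds for DESeq2 (tap1, cpt1aa, aco1, fasn, glulc and spred2b), for leaving out Insl3 replicate 1 (cpt1aa), for robust dispersions and leaving out basal replicate 2 (spred2b), and for DESeq2 with a replicate block (glulc and spred2b).

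The paper describes cyp26a1 as lowered among the retinoid-related genes, and it separately reports lower cyp26a1 levels by qPCR in Insl3-treated testis tissue. The log2 fold change of the listed transcript was 0.21 here, with a standard error of 0.86. This value of 1 transcript with few counts does not test the qPCR result. The transcript passed the unadjusted threshold of 0.05 in 1 setting, with the spliced-read share as a covariate, and there it was higher with Insl3 (1.30). The paper shows every Ppar signaling gene as lowered, and lpl was lower on average (-1.59) but not in pair 2 (0.04). For acat2 the paper's fold change is about -1.7 in Fig. 4D, read by eye, which is near the log2 of the ratio in Supplementary Data 1 and not the ratio itself, and the log2 fold change here was -1.67.

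Of the paper's 409 listed transcripts, 306 passed the unadjusted threshold of 0.05 in edgeR's test without the block, and 405 with DESeq2. Of the Fig. 4D genes, 16 were tested and did not pass, and 2 (cd248b and foxa1) were removed by the filter on low counts. DESeq2 called each of these 18 genes except cyp26a1. Library totals called retsat, abcc12, lpl, acaa2, acat2, asns, h6pd, gpt2l, dmrt2a and epdl1. The replicate block called rai1, rlbp1b, abcc12, acaa2, asns, h6pd, dmrt2a, tshba, thrb and clmn. No filter called abcc12, lpl, h6pd, gpt2l, epdl1 and cd248b, a mean of at least 10 counts called asns and thrb over all samples and also cd248b over basal samples, robust dispersions called abcc12 and h6pd, and the spliced-read covariate called abcc12 and gpt2l besides cyp26a1. RLE factors called none of them. Leaving out basal replicate 1 called retsat, abcc12, lpl, acaa2, acat2, gpt2l, epdl1 and cd248b, and leaving out basal replicate 2 called retsat, lpl, acaa2, acat2, h6pd, gpt2l, epdl1 and foxa1. Leaving out basal replicate 3 called rlbp1b, dmrt2a and thrb, Insl3 replicate 1 called h6pd, dmrt2a, tshba and cd248b, Insl3 replicate 2 called asns and clmn, and Insl3 replicate 3 called cd248b. Of the settings chosen after seeing the values, DESeq2 with a replicate block called rai1, rlbp1b, abcc12, acat2, asns, h6pd, dmrt2a, tshba and clmn, the replicate block with no filter called the genes that the block called and also cd248b and foxa1, and DESeq2 with a basal mean of at least 10 called the genes that DESeq2 called.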

Other observations

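The tests in this part were chosen after the patterns they concern were seen, on the same libraries.

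In the paper's list 86.5% of the lower transcripts and 19.9% of the higher ones exceed 2-fold by the mean deposited counts. A candidate explanation is that these means are not normalized for library size, the 3 basal libraries holding 77486060 counts together and the 3 Insl3 libraries 68842707. After TMM normalization 124 of the lower transcripts (55.6%) and 83 of the higher ones (44.6%) exceed 2-fold. Most of the gap between the shares closes, and a smaller gap in the same direction is left. The smallest listed rise is 1.12-fold without normalization and 1.36-fold with TMM, and the smallest fall 1.66-fold and 1.39-fold.

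The list holds more lower than higher transcripts, and its lowest basal mean is 10.3 counts while its lowest Insl3 mean is 0.667. A minimum on the basal mean could leave out transcripts that rise from a low level. With DESeq2 and no such minimum, 53.9% of the calls were lower, against 60.5% with a basal mean above 10, so in DESeq2 without the block the majority shrinks but does not vanish, and the minimum alone is not enough to account for it there. With the pairing in the model the share of lower calls was 45.3% with the replicate block, 50.2% with the replicate block and no filter, and 39.3% with DESeq2 and a replicate block.

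The listed values of cyp26a1 (means 79 and 28.7) are not those of its transcript. Exactly 1 row of the deposited counts has these means, ENSDART00000110347.2, with 104, 51 and 82 counts under basal conditions and 46, 34 and 6 with Insl3. The tables used do not pair this transcript with a gene name, and it was singled out after its values were seen. The pair of listed means occurs on 1 row only for 397 of the 408 other listed transcripts, so a pair of means shared by several rows is uncommon among them. The listed values may therefore belong to another row than the listed transcript. The log2 fold change of this row was -1.31 (standard error 0.65). The gene lists of Supplementary Data 2 name cyp26b1 where Supplementary Data 1 and Fig. 4D name cyp26a1, and cyp26b1 was not analysed here.

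Of the 222 listed lower transcripts whose means match, 157 fell most in pair 3, 39 in pair 2 and 26 in pair 1, with median log2 changes of -1.55, -0.73 and -0.72. Of the 186 higher ones, 112 rose most in pair 3. Technical differences within the pairs were set beside this order. The share of spliced reads fell most in pair 2, a change of -5.01 percentage points against -4.88 in pair 3, and the total counts also fell most in pair 2, at -0.38 log2, so neither follows the order of the changes. The share of the 10 most abundant transcripts rose most in pair 3, by 3.60 percentage points. It rose by 0.767 and 2.68 points in pairs 1 and 2, where the falls were nearly equal. Without normalization, counts taken up by a few abundant transcripts would lower the others. The listed higher transcripts also rose most in pair 3, with median log2 changes of 1.14 against 0.68 and 0.84 in pairs 1 and 2. These changes were computed after TMM normalization, which is meant to offset such a shift. They therefore cannot decide whether this share is a source of the larger changes in pair 3. With 3 pairs, this and other differences in RNA composition cannot be told apart from the pattern. A stronger response in pair 3 and an unusually high level in basal replicate 3 are possible explanations that this design does not separate from such differences. By edgeR's log2 fold change, 113 of the tested listed lower transcripts fell more than 2-fold in the main fit. This number was 88 without basal replicate 3 and 104 without Insl3 replicate 3. Without each of the other testes it ran from 122 to 151.

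Supplementary Data 1 lists mpx among the higher transcripts with the counts 8, 23 and 6 under basal conditions and 2, 81 and 142 with Insl3. It rose in pairs 2 and 3 and fell in pair 1, and its log2 fold change was 3.02 (standard error 1.21). The gene was singled out after its values were seen, and no biological explanation was tested.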
